# Leukotriene B4 receptor 2 governs macrophage migration during tissue inflammation

**DOI:** 10.1016/j.jbc.2023.105561

**Published:** 2023-12-12

**Authors:** Ebru Ermis, Titli Nargis, Kierstin Webster, Sarah A. Tersey, Ryan M. Anderson, Raghavendra G. Mirmira

**Keywords:** macrophage, G-protein coupled receptor (GPCR), inflammation, zebrafish, mouse, metabolism

## Abstract

Chronic inflammation is the underlying cause of many diseases, including type 1 diabetes, obesity, and non-alcoholic fatty liver disease. Macrophages are continuously recruited to tissues during chronic inflammation where they exacerbate or resolve the pro-inflammatory environment. Although leukotriene B4 receptor 2 (BLT2) has been characterized as a low affinity receptor to several key eicosanoids and chemoattractants, its precise roles in the setting of inflammation and macrophage function remain incompletely understood. Here we used zebrafish and mouse models to probe the role of BLT2 in macrophage function during inflammation. We detected BLT2 expression in bone marrow derived and peritoneal macrophages of mouse models. Transcriptomic analysis of *Ltb4r2−/−* and WT macrophages suggested a role for BLT2 in macrophage migration, and studies *in vitro* confirmed that whereas BLT2 does not mediate macrophage polarization, it is required for chemotactic function, possibly mediated by downstream genes *Ccl5* and *Lgals3*. Using a zebrafish model of tailfin injury, we demonstrated that antisense morpholino-mediated knockdown of *blt2a* or chemical inhibition of BLT2 signaling impairs macrophage migration. We further replicated these findings in zebrafish models of islet injury and liver inflammation. Moreover, we established the applicability of our zebrafish findings to mammals by showing that macrophages of *Ltb4r2−/−* mice have defective migration during lipopolysaccharide stimulation *in vivo*. Collectively, our results demonstrate that BLT2 mediates macrophage migration during inflammation, which implicates it as a potential therapeutic target for inflammatory pathologies.

Inflammation is a conserved biological response that is stimulated by invading pathogens, injury, or systemic metabolic disease processes. Acutely, inflammation is terminated upon resolution of the underlying cause, but persisting inflammation can contribute to tissue pathologies that result in chronic disease processes, including type 1 and type 2 diabetes (T1D and T2D), non-alcoholic fatty liver disease (NAFLD), and cardiovascular diseases, among others (1). A major cell type contributing to tissue inflammation is macrophages, innate immune cells derived from the myeloid blood lineage (2). Within tissues, macrophages release inflammatory mediators (*e.g.* chemokines, cytokines, reactive oxygen species), clear dead/dying cells (efferocytosis), and take up and present antigens/neoantigens to the adaptive immune system (3). Acutely, some of these actions are adaptive, pro-resolving functions, but during chronic inflammation, these actions can lead to further tissue damage and maladaptive pathology. In this regard, depletion or functional inactivation of macrophages relieves the pathogenesis of various inflammatory diseases, including T1D, T2D, NAFLD, and rheumatoid arthritis (4, 5). However, because inactivation or depletion of macrophages would not be desirable owing to the essential roles they perform during innate immunity, identifying targets that mediate macrophage recruitment to the injured tissues during inflammation serves alternative therapeutic potential.

Lipoxygenases (LOX) are enzymes that catalyze the di-oxygenation of polyunsaturated fatty acids to generate signaling molecules. Specifically, 12-LOX catalyzes the conversion of arachidonic acid into the proinflammatory metabolite 12-hydroxyeicosatetraenoic acid (12-HETE) (6). In humans and mouse models, 12-LOX is expressed in several tissues, including pancreatic islets, hepatocytes, and macrophages, and its expression levels increase during tissue inflammation (7). Notably, 12-LOX activity in macrophages promotes their migration to injured tissues, which then initiates an increasingly pro-inflammatory environment (8). Depletion or inhibition of 12-LOX activity impairs the infiltration of tissues by macrophages and confers protection from the pathogenesis of T1D, T2D, NAFLD, and colitis (7).

Leukotriene B4 receptor 2 (also known as BLT2) is a G-protein-coupled receptor (GPCR) that has been described as a low-affinity receptor for 12-HETE as well as for several other pro-inflammatory metabolites, including the potent chemoattractant leukotriene B4 and eicosanoids 12(S)-HPETE and 15(S)-HETE (9). Despite these observations, the functions of BLT2 in inflammation and macrophage function during disease remain incompletely understood. In this study, we leveraged the genetic tractability of zebrafish and the mammalian platform of mice to investigate the role of BLT2 in macrophages in the setting of inflammation. Unbiased transcriptomics *in vitro* revealed a potential role for BLT2 in promoting macrophage migration, and tissue injury models *in vivo* confirmed the requirement for BLT2 in chemotactic function. Our data suggest that BLT2 is a potential contributor to inflammatory pathologies.

## Results

### BLT2 is expressed in metabolically active tissues and its loss does not impact glucose control

To investigate the roles of BLT2 in the setting of inflammation, we first analyzed its expression patterns in metabolic tissues and immune cells that might participate in inflammatory processes. We isolated tissues from C57BL/6 mice and quantified *Ltb4r2* mRNA (encoding BLT2) using quantitative reverse transcription-PCR (qRT-PCR). We detected *Ltb4r2* mRNA expression in the liver, spleen, adipose tissue, bone marrow-derived macrophages (BMDMs), and peritoneal macrophages (Fig. S1*A*). However, we detected little to no *Ltb4r2* expression in pancreatic islets, which are responsible for insulin secretion (Fig. S1*A*). Taken together with the role of BLT2 as a low-affinity receptor to a range of proinflammatory metabolites and chemoattractants, these findings suggest that BLT2 might play a role in macrophage function.

To investigate the role of BLT2 in macrophages, we studied *Ltb4r2−/−* mice that have been previously characterized and validated to globally lack BLT2 expression with no confounding reduction in the expression levels of the paralogue BLT1 (10). As *Ltb4r2* expression was detected in various metabolic tissues, we first queried if BLT2-deficiency would have adverse metabolic or developmental consequences. Body weight measurements, glucose and insulin tolerance tests demonstrated that both male and female *Ltb4r2−/−* mice exhibited overall normal growth and glucose tolerance that were indistinguishable from WT littermates (Fig. S1, *B*–*G*), indicating that *Ltb4r2−/−* mice are metabolically neutral without discernible metabolic defects.

### BLT2 governs macrophage migration

As BLT2 has been previously associated with proinflammatory signaling pathways (10), we first sought to determine if BLT2 governs the polarization of macrophages to a pro-inflammatory state. We isolated BMDMs from *Ltb4r2−/−* mice or their WT littermates and stimulated them with a combination of lipopolysaccharide (LPS) and interferon-γ (IFN-γ) to induce polarization into an “M1-like” proinflammatory state, or with interleukin-4 (IL-4) for polarization into an “M2-like” anti-inflammatory state (11) (Fig. 1*A*). We subsequently assessed polarization through flow cytometry using the pro-inflammatory M1 macrophage marker iNOS or the alternatively activated M2 macrophage marker CD206. We observed that WT and *Ltb4r2−/−* macrophages demonstrated indistinguishable propensity for both classical and alternative polarization (Fig. 1, *B* and *C*), indicating that BLT2 does not mediate cytokine-induced polarization of macrophages.

**Figure 1:**
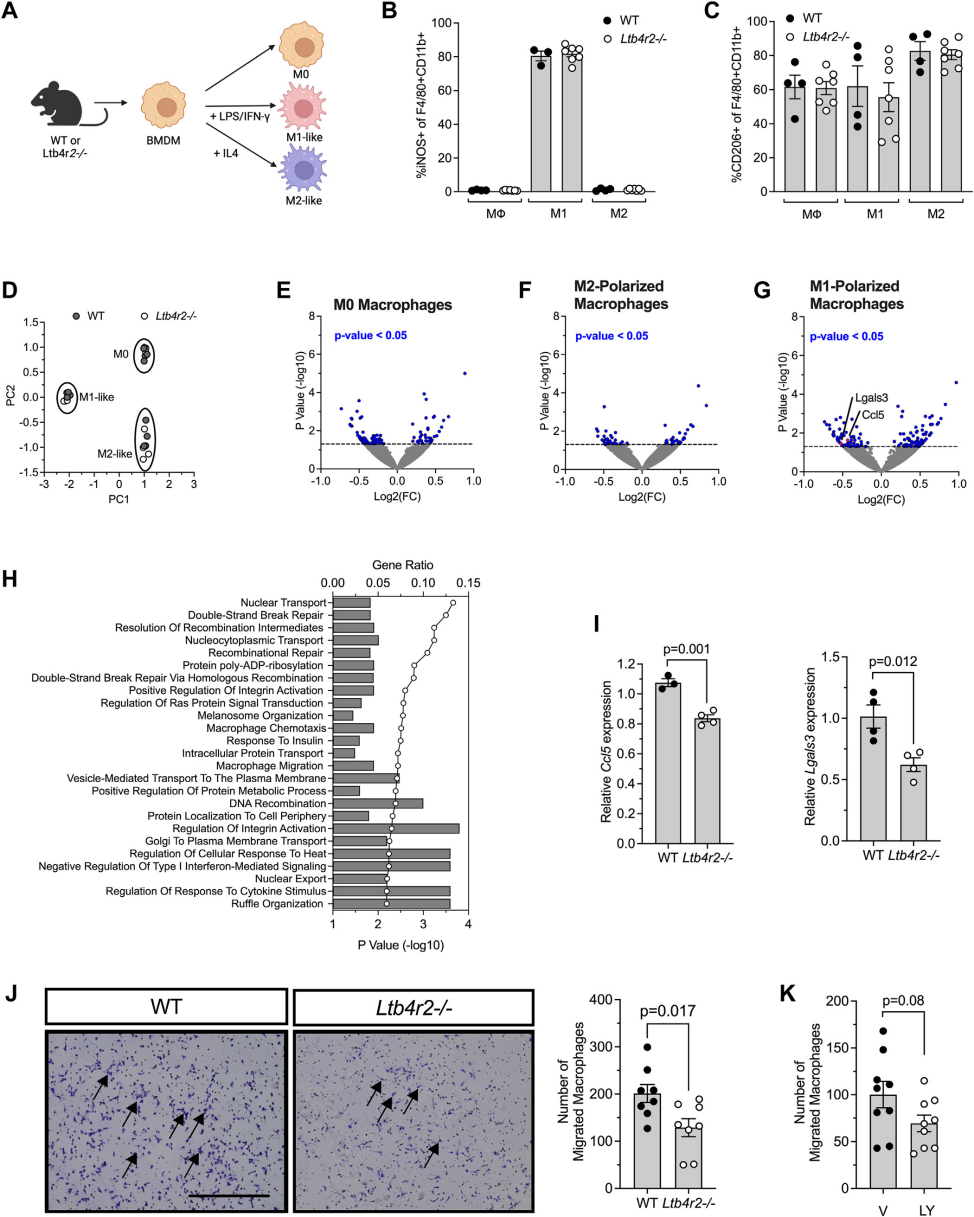
**Macrophages from *Ltb4r2−/−* mice exhibit reduced chemotaxis.** Bone-marrow-derived macrophages (BMDMs) were isolated from WT and *Ltb4r2−/−* mice and unpolarized (M0) or polarized to M2-like and M1-like states. *A*, schematic representation of experimental design; (*B*) iNOS+ cells as a percentage of F4/80+ CD11b+ cells as determined by flow cytometry; (*C*) CD206+ cells as a percentage of F4/80+ CD11b+ cells as determined by flow cytometry; (*D*) principal component analysis plot of RNA sequencing data; (*E*) Volcano plot showing differentially expressed genes by *p* value in M0 macrophages (each dot represents a distinct gene); (*F*) Volcano plot showing differentially expressed genes by *p* value in M2-polarized macrophages; (*G*) Volcano plot of differentially expressed genes by *p* value in M1-polarized macrophages; (*H*) Enrichr Gene Ontology pathway analysis of differentially expressed genes in M1-polarized macrophages, ordered by *p*-value; (*I*) relative expression of *Ccl5* and *Lgals3* in M1-like macrophages from WT and *Ltb4r2−/−* mice; (*J*) representative images of macrophage migration in transwell plates (*left panels*) and respective quantification (*right panel*). *Arrows* indicate macrophages (*blue*) in *left panel* images. Scale bar = 500 μm; (*K*) quantification of migrated macrophages after treatment with vehicle (V) or 6 μg LY255283 (LY). All data are presented as mean ± SEM and each data point represents an independent biologic replicate from different animals. For statistics, unpaired two-tailed t tests were used for comparison of two values, and 1-way ANOVA with Tukey post-test for more than two comparisons.

To query other potential roles of BLT2 in macrophage function in an unbiased manner, we performed bulk RNA-sequencing on BMDMs isolated from *Ltb4r2−/−* mice and their WT littermates that were unpolarized (M0) or polarized to M2-or M1-like states (using IL4 or lipopolysaccharide/IFN-γ, respectively). 

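Bone marrow-derived macrophages (BMDMs), which are macrophages grown from marrow precursors in culture, gave 24 libraries, 4 for each genotype in each of the 3 states. The cells were cultured for 7 days with 10 ng/ml M-CSF, a macrophage growth factor. M1-like cells then received 10 ng/ml lipopolysaccharide and 25 ng/ml IFN-γ, and M2-like cells received 10 ng/ml IL-4, each for 16 h. Ltb4r2, which encodes BLT2, lies on chromosome 14 of mm10 from 55761428 to 55765138 on the plus strand, and no exon of another gene overlaps it on the opposite strand. It had 0 counts in all 12 WT libraries, where a count of 0 allows up to 3 counts, or 4.16 to 7.11 CPM (counts scaled to library size by TMM), in a library. The libraries labelled Ltb4r2−/− had 0, 1, 4 and 5 counts in M0, and 1 of 4 libraries had 2 counts in M1 and in M2. In M0 this was 4.26 ± 4.07 CPM (SD, n = 4) against 0 (exact two-sided permutation test, p = 0.143, and 0.0286 without Ltb4r2−/− M0 replicate 1, whose count was 0). The counts of the targeted gene therefore do not check the genotype labels, and the groups are named below as the libraries are labelled. Nor do 0 counts show that its transcript was absent, since depth is low and the strand setting of the counting is not given. Ltb4r1, which encodes the related receptor BLT1, had at most 2 counts in any library.

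Genes that mark macrophages were measured in each group. Of 24 macrophage identity genes fixed before the data were examined, 15 to 17 reached a mean of 10 counts in each of the 6 groups, with Apoe, a lipid carrier of macrophages, highest in WT M0 at 1123 CPM. No marker of neutrophils, T and NK cells, B cells, mast cells or stromal cells reached a mean of 10 counts in any group. Of 10 erythroid markers 1 did, in Ltb4r2−/− M0, where Alas2, the heme synthesis gene of red cells, was highest at 17.2 CPM. Of 11 dendritic cell markers 1 or 2 did in each group, and Xcr1, a chemokine receptor of dendritic cells, reached 667 CPM in WT M1 and 873 CPM in Ltb4r2−/− M1. Actb, the β-actin gene, had 30 to 133 counts per library. At such counts, markers of a minor cell type could stay under a mean of 10 even where such cells were present. The highest total belonged to AV051173, with 6.52% of all counts and no position in the annotation, followed by Gm15441, with 2.91%. Gm15441 overlaps exons of Txnip on the opposite strand by 606 bp, and Fdft1, with 1.81% of the counts, overlaps those of Ctsb by 774 bp. Genes with such an overlap were 24.1% of the genes with a position and held 90.3% of their counts. The counts under a symbol can therefore include, or mostly be, reads of a transcript on the opposite strand.

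The authors trimmed the reads with cutadapt, aligned them to mm10 with STAR and counted them per gene with HTSeq. The deposited counts, which were used here, sum to 427825 to 729580 per library, with medians of 517220 (WT M0), 594857 (WT M1), 483576 (WT M2), 574340 (Ltb4r2−/− M0), 544838 (Ltb4r2−/− M1) and 477946 (Ltb4r2−/− M2). Between 5933 and 7315 genes had a count in a library. Genotypes were compared within each state by edgeR with TMM normalization, 4 libraries against 4.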

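Polarization to the M1-like state raised 819 genes and lowered 741 of 3047 tested in WT macrophages, and raised 827 and lowered 783 in Ltb4r2−/− macrophages (adjusted p under 0.05 from edgeR's quasi-likelihood test). Of 15 M1 markers fixed before the data were examined, 13 rose in WT, 13 when adjusted over the list alone, and none fell. Cxcl9, a chemokine induced by IFN-γ, had 1350 counts in the 4 WT M1 libraries and 0 in the 4 WT M0 libraries, at least 574-fold higher against a floor of 3 counts over the group. Nos2, which encodes inducible nitric oxide synthase, reached 190 ± 26.5 CPM in WT M1 and 174 ± 44.5 CPM in Ltb4r2−/− M1 (SD, n = 4) and had 0 counts in M0 and M2. Acod1, the enzyme that makes itaconate, rose by 7.02 on the log2 scale in WT (standard error 0.48, adjusted p = 2.56e-14), and Gbp2, an interferon-induced GTPase, by 6.86 (standard error 0.44, adjusted p = 5.13e-15).

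Of 14 genes of the type I interferon response, 13 rose in WT M1 and none fell, with Ifit2 at a log2 fold change of 5.67 (standard error 0.34) and Rsad2 at 6.47 (standard error 0.47). Glycolysis genes rose in 11 of 12 cases and fell in 1 (Pfkp, −0.81, standard error 0.15), among them Pkm (2.70, standard error 0.26) and Ldha (3.24, standard error 0.59). Chemokine ligands rose in 4 of 6 and NF-kB response genes in 6 of 7 cases. Of 3 genes of cholesterol synthesis, Sqle (−1.79, standard error 0.16) and Fdft1 (−2.62, standard error 0.12) fell and Mvd (1.69, standard error 0.25) rose. Fdft1 had 231175 counts over the 24 libraries, and Ctsb, which it overlaps on the opposite strand, had 2395. The fold change of Fdft1 can therefore include reads of Ctsb. Housekeeping genes rose in 14 of 23 cases and fell in 2. Each of these numbers was the same when adjusted over the list alone. The set test camera gave adjusted p = 1.84e-10 for M1 markers, 2.72e-06 for the interferon response, 3.28e-04 for chemokine ligands, 0.00126 for the NF-kB response, 0.0219 for glycolysis, 0.0219 for housekeeping genes and 0.0337 for cholesterol synthesis. With an estimated correlation the adjusted p-values were 0.00342, 0.00435, 0.00435, 0.00752, 0.131, 0.359 and 0.0844 in the same order. The median log2 fold change was 5.90 for M1 markers with fitted values and also with genes at 0 counts set to their bound. For the interferon response it was 4.80 fitted and 4.77 with the bounds, and for chemokine ligands 4.81 and 3.59.

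Polarization to the M2-like state raised 463 genes and lowered 361 in WT macrophages, and raised 516 and lowered 458 in Ltb4r2−/− macrophages. Among 10 M2 markers, 6 rose in WT, 6 when adjusted over the list alone (adjusted p = 0.0304 by camera, 0.322 with an estimated correlation), with Arg1, the arginase of alternatively activated macrophages, at 2.52 (standard error 0.55, adjusted p = 5.64e-04) and Clec7a at 2.58 (standard error 0.60, adjusted p = 0.00124). Retnla, which encodes the secreted protein Fizz1, had 161 counts in WT M2 and 0 in WT M0, at least 57.9-fold higher. Mrc1, which encodes the mannose receptor CD206, had 20.2 ± 5.36 CPM in WT M2 and 7.62 ± 7.34 in WT M0 (SD, n = 4, log2 fold change 1.41, adjusted p = 0.126). Over 14 alternative settings its log2 fold change was 1.14 to 2.28, and it passed the adjusted threshold in 1 of them.

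Principal component 1 took 57.1% of the variance of log2 CPM and component 2 took 14.7%, and polarization accounted for 99.8% and 96.7% of the variance along them. Libraries of different states lay 82.6 apart on average (Euclidean distance in log2 CPM). In M0, the mean distance was 29.9 between genotypes and 29.8 within them (exact one-sided permutation test, p = 0.400), in M1 27.5 and 27.2 (exact p = 0.343) and in M2 29.3 and 29.9 (exact p = 0.829). Changes in M1 are relative to TMM scaling, since with total counts alone the median gene fell by 0.64 in WT and 475 genes rose and 1358 fell.

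**Figure D1:**
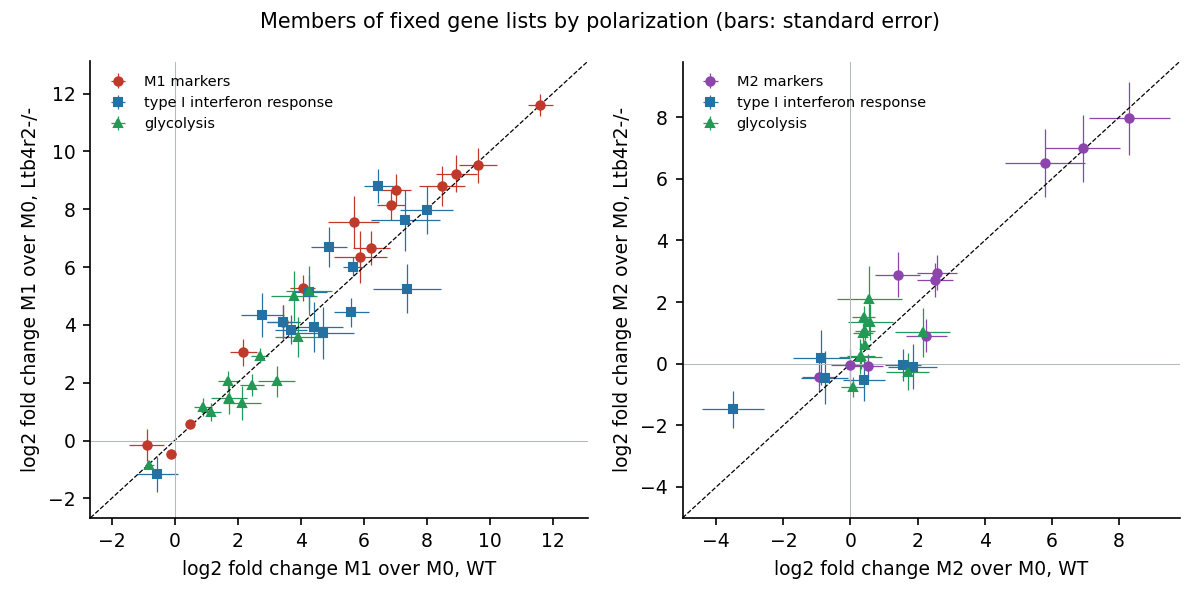
Log2 fold change on polarization in WT (horizontal) and Ltb4r2−/− macrophages (vertical) for members of fixed gene lists, M1 over M0 at left and M2 over M0 at right. Bars are standard errors derived from edgeR's fold change and F statistic, and the dashed line marks equal change. Values and bars for genes with 0 counts in M0 depend on the prior count. Members of the M1 marker list lie close to the dashed line in the left panel.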

Principal component analysis of transcriptomes revealed that macrophages from the two genetic groups clustered by polarization, and replicates of each group clustered separately together (Fig. 1*D*). Pairwise comparison of gene expression levels between the WT and *Ltb4r2−/−* macrophages using a *p* < 0.05 cutoff revealed modest alterations of the transcriptome in each polarization group (M0, M2, and M1) (volcano plots in Fig. 1, *E*–*G*, and Tables S1–S3). 

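The genes that differed between the genotypes past an adjusted p of 0.05 were few and all lay on chromosome 14 within 10 Mb of Ltb4r2. Tep1, which encodes a telomerase-associated protein, was lower in the libraries labelled Ltb4r2−/− in all 3 states. Slc7a7, a transporter of cationic amino acids, was lower in M0 and M2. Oxa1l, which encodes a protein of the inner mitochondrial membrane, was higher in M0, and Parp2, a poly-ADP-ribose polymerase, and Gm16617, an antisense transcript, were higher in M2. Exons of Oxa1l and Slc7a7 overlap on opposite strands, as do those of Gm16617 and Arhgef40 and of Tep1 and Gm26782. Counts under these symbols can include reads of the opposite transcript, so which transcript changed stays open for them.

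Tep1 (50824059 to 50870560, minus strand of chromosome 14 of mm10) had 409 ± 46.8 CPM in Ltb4r2−/− M0 and 2524 ± 91.4 in WT M0 (SD, n = 4), a log2 fold change of −2.63 (standard error 0.09, adjusted p = 5.04e-12 from edgeR's quasi-likelihood test). In M1 it had 238 ± 38.6 against 533 ± 47.4 CPM (log2 fold change −1.17, standard error 0.13, adjusted p = 9.06e-05), and in M2 452 ± 40.8 against 946 ± 168.0 (−1.07, standard error 0.13, adjusted p = 4.52e-04). Slc7a7 (54369442 to 54417780, minus strand) had 43.2 ± 7.62 against 199 ± 78.0 CPM in M0 (−2.20, standard error 0.30, adjusted p = 0.00150) and 36.1 ± 8.82 against 173 ± 47.0 in M2 (−2.24, standard error 0.27, adjusted p = 4.52e-04). Oxa1l (54360834 to 54369673, plus strand), whose exons overlap those of Slc7a7 on the opposite strand by 232 bp, had 1397 ± 75.1 against 580 ± 251 CPM in M0 (1.26, standard error 0.19, adjusted p = 0.00340). Parp2 (50807841 to 50821301, plus strand) had 209 ± 53.5 against 39.9 ± 13.8 CPM in M2 (2.39, standard error 0.27, adjusted p = 4.52e-04). Gm16617 (51986425 to 51988827, minus strand), which overlaps exons of Arhgef40 on the opposite strand, had 94.6 ± 20.4 against 17.9 ± 9.66 CPM in M2 (2.37, standard error 0.36, adjusted p = 0.00516). For each of these comparisons every library labelled Ltb4r2−/− lay on one side of every WT library (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). In M1 libraries, in which Slc7a7 and Parp2 had too few counts for the fit, the separation held as well, with 2 to 4 against 9 to 24 counts for Slc7a7 and 7 to 16 against 0 to 2 for Parp2 (exact p = 0.0286 each). The same was true of Gm16617 in M1 and Oxa1l in M2 (exact p = 0.0286 each). Separation was not complete for Oxa1l in M1 and Parp2 in M0 (exact p = 0.114 each) or for Gm16617 in M0 (exact p = 0.0857).

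These were 3 genes of 2283 tested in M0, 1 of 1963 in M1 and 4 of 2110 in M2. At an unadjusted p under 0.05, 8 of 41 genes tested within 10 Mb of Ltb4r2 differed in M0 (odds ratio 4.05 against the rest of the genome, Fisher's exact test, p = 0.00215), 10 of 36 in M1 (odds ratio 5.06, exact p = 1.81e-04) and 9 of 40 in M2 (odds ratio 11.4, exact p = 9.34e-07). Without the genes within 10 Mb, a set chosen after the data were seen, no gene passed the adjusted threshold in any state by edgeR, and 126, 140 and 55 genes had an unadjusted p under 0.05 in M0, M1 and M2. Without the 5 genes past the adjusted threshold, also chosen after the data were seen, the odds ratios were 2.09 in M0 (exact p = 0.147), 3.54 in M1 (exact p = 0.00813) and 5.09 in M2 (exact p = 0.0121). DESeq2 with default settings, over all positions, gave 6, 1 and 5 genes. Without WT M0 replicate 3 the number in M0 was 8, 3 of them within 10 Mb, and the odds ratio 2.36 (exact p = 0.0746), and without WT M1 replicate 1 the number in M1 was 2.

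**Figure D2:**
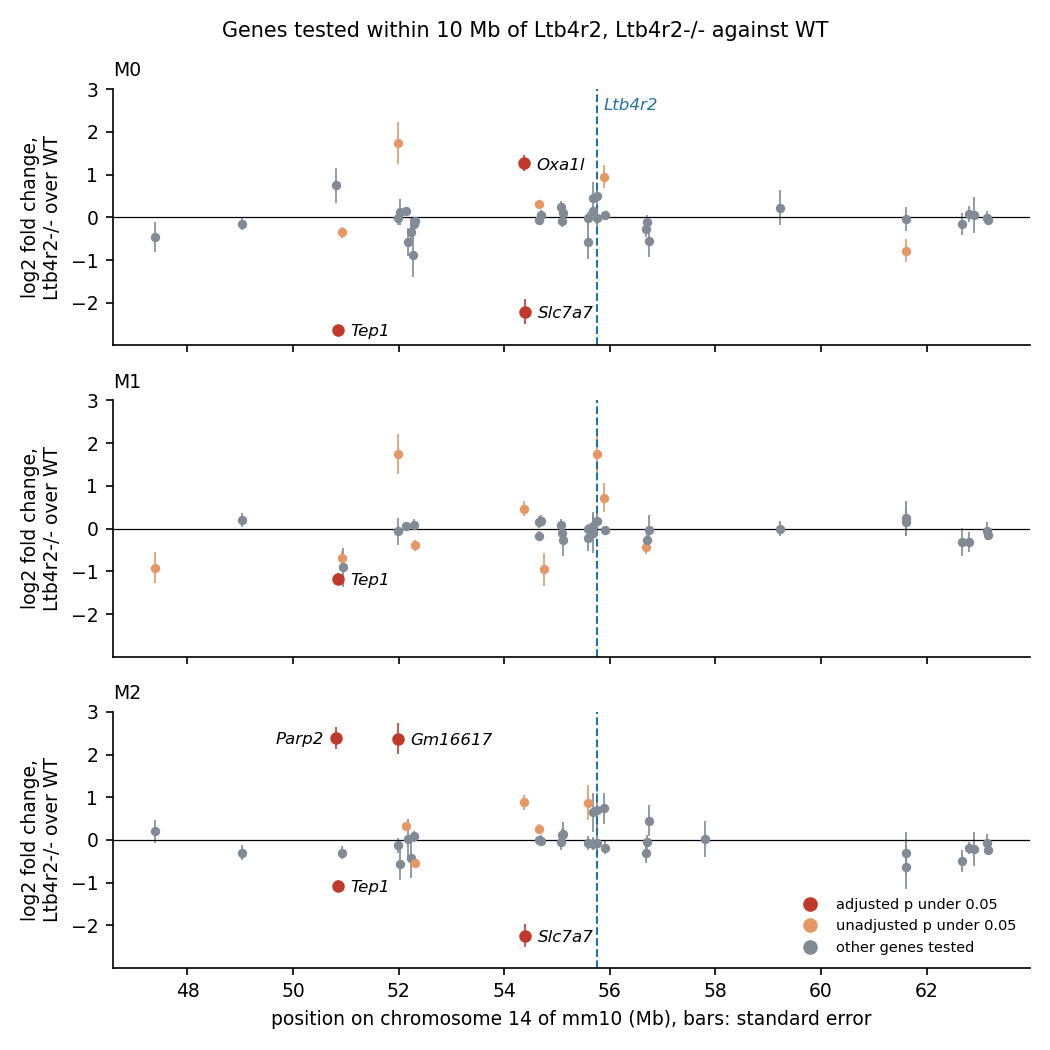
Log2 fold change, Ltb4r2−/− over WT, of each gene tested within 10 Mb of Ltb4r2 on chromosome 14 (horizontal axis, Mb of mm10) in M0, M1 and M2. Bars are standard errors, red points passed an adjusted p of 0.05, orange points an unadjusted p of 0.05, and the dashed line marks Ltb4r2. Tep1 lies below 0 in each state.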

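In M0, 58 genes were higher and 77 lower in the libraries labelled Ltb4r2−/− at an unadjusted p under 0.05 from edgeR, in M2 32 were higher and 31 lower, and in M1 96 were higher and 51 lower. With all 24 libraries in one fit 101 were higher and 119 lower in M1. At this threshold chance alone gives about 5% of the genes tested, which is 114 genes in M0, 98.2 in M1 and 105.5 in M2. Outside the 5 genes near Ltb4r2 named above, none of these genes passed an adjusted p of 0.05.

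In M1, the higher genes with the smallest p among those separated by genotype included Zfc3h1, a gene of nuclear RNA decay (log2 fold change 1.20, standard error 0.27, adjusted p = 0.381), N4bp1, an inhibitor of NF-kB signalling (1.56, standard error 0.51, adjusted p = 0.463, with 126 ± 144 against 42.7 ± 6.45 CPM, and 0.33 without Ltb4r2−/− M1 replicate 3), and the transcription factor gene Atf5 (0.51, standard error 0.15, adjusted p = 0.463). Nop9, beside Ltb4r2 on chromosome 14, had a log2 fold change of 1.74 (standard error 0.56, adjusted p = 0.463), and 60.9 ± 18.9 against 18.5 ± 18.3 CPM (SD, n = 4). Lower genes included Apex1, a DNA repair endonuclease (−0.70, standard error 0.18, adjusted p = 0.463), Pom121, a nuclear pore gene (−1.09, standard error 0.36, adjusted p = 0.463), and Mettl3, the RNA m6A methyltransferase (−0.39, standard error 0.13, adjusted p = 0.484). In M0, Polg, the mitochondrial DNA polymerase, had −1.30 (standard error 0.39, adjusted p = 0.398), Tagap1 −1.81 (standard error 0.42, adjusted p = 0.139), Khnyn 0.95 (standard error 0.27, adjusted p = 0.312) and Mindy1 0.57 (standard error 0.13, adjusted p = 0.139). In M2, Oxa1l had 0.88 (standard error 0.17, adjusted p = 0.0587), Dek, a chromatin protein gene, 1.13 (standard error 0.32, adjusted p = 0.872), and Thra, a thyroid hormone receptor gene, −0.96 (standard error 0.37, adjusted p = 0.999).

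All 4 libraries of one genotype lay above all 4 of the other for 84 genes in M0 (3.68% of those tested), 74 in M1 (3.77%) and 43 in M2 (2.04%), where chance gives 2.86%. Genes at an unadjusted p under 0.05 with the same direction in both states numbered 12 for M0 and M1, where independent lists would share 3.44, 6 for M0 and M2 (1.81) and 4 for M1 and M2 (2.01), with 5 genes of opposite direction in M1 and M2. Outside 10 Mb of Ltb4r2 the numbers were 7 (2.97 from independent lists), 1 (1.47) and 0 (1.60). Over all positions, the number for M0 and M1 fell to as low as 4 without 1 replicate number. Tsix was detected in the same replicate numbers in each state, so the states may share animals and the lists may not be independent. Gm16617, Oxa1l and Tep1 were among the shared genes of all 3 pairs of states, Apex1 and Khnyn were shared by M0 and M1, and Mettl3 by M1 and M2. Without KO M2 replicate 1 the number of genes in M2 was 105, and with all 24 libraries in one fit it was 135. The order of the states was not the same under every setting, since DESeq2 with default settings gave 115 genes in M0 and 111 in M1, and a filter at a mean of 50 counts gave 84 and 75.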

While M0 and M2 states showed 100 and 68 differentially expressed genes, respectively, between the WT and *Ltb4r2−/−* groups (Fig. 1, *E* and *F* and Tables S1 and S2), we observed the largest differential gene expression in the pro-inflammatory M1 state with a total of 153 genes differentially expressed (Fig. 1*G* and Table S3), suggesting that BLT2 might play a role in mediating macrophage function during inflammation. Upon Gene Ontology pathway analysis using Enrichr (12), the M1-polarized *Ltb4r2−/−* macrophages showed alterations in pathways relating to macrophage chemotaxis and migration, among others (Fig. 1*H*). 

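Genes of macrophage chemotaxis and migration, taken as a list fixed before the data were examined, did not pass as a group in M1 after adjustment over the lists. This list stands in for the Gene Ontology terms of Fig. 1H, whose members were not in hand. Of 12 members tested, 8 had a negative and 4 a positive log2 fold change, with a median of −0.18. None passed an adjusted p of 0.05 over all genes tested or when adjusted over the list alone (edgeR), and 2 were lower at an unadjusted p under 0.05, the chemokine gene Ccl5 and Lgals3, which encodes galectin-3. Both are genes that the paper names from these samples and are not independent evidence of the list's direction. Among the others with the smallest p, Itgam, the gene of integrin CD11b, had −0.45 (standard error 0.26, adjusted p = 0.688) and Rarres2, the gene of the chemoattractant chemerin, −0.16 (standard error 0.11, adjusted p = 0.785). The set test camera, adjusted over the lists of the comparison, gave p = 0.215 for the migration list, and adjusted p = 0.494 with an estimated correlation.

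The macrophage identity list shifted downward in M1, with camera's adjusted p = 0.0223 and adjusted p = 0.494 with an estimated correlation. Of its 16 members tested, 12 had a negative log2 fold change and 3 were lower at an unadjusted p under 0.05, namely Apoe (−1.09, standard error 0.37), Lyz2, the lysozyme gene of macrophages (−0.70, standard error 0.30), and Lgals3, and none passed the adjusted threshold or did so when adjusted over the list alone. Of 13 genes of actin and ruffling, 10 were negative (camera adjusted p = 0.205, 0.494 with an estimated correlation), with Plek, the gene of the cytoskeletal regulator pleckstrin, at −1.26 (standard error 0.44, adjusted p = 0.509). Of 13 integrin genes, 9 were negative (adjusted p = 0.723), and the members with the smallest p went both ways, Rap1b at 0.92 (standard error 0.39) and Itga5 at −0.83 (standard error 0.36). Nuclear transport, with 3 genes tested, had a median of 0.88 (adjusted p = 0.217), with Ranbp2 at 1.06 (standard error 0.43). Of 10 genes of double-strand break repair, 2 were higher when adjusted over the list alone and none over all genes (camera adjusted p = 0.809). The type I interferon response (adjusted p = 0.809) and the chemokine ligands (adjusted p = 0.926) had medians of −0.01 and 0.00. Of the 6 paper-named genes tested, 5 were negative (camera adjusted p = 0.0421, 0.494 with an estimated correlation). This list was drawn up from genes named in the paper, of which Ccl5 and Lgals3 were named from these samples.

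In M0 no list passed an adjusted p of 0.05. In M2, heat shock genes were higher in 7 of 7 cases (adjusted p = 0.00227, 0.282 with an estimated correlation), with Hspa5, the chaperone of the endoplasmic reticulum, at 0.76 (standard error 0.29) and Hsp90ab1 at 0.36 (standard error 0.15), none of them past the adjusted threshold. The poly-ADP-ribosylation list was called in M2 (adjusted p = 2.23e-05, 0.0482 with an estimated correlation) through Parp2, the gene near Ltb4r2, alone of its 3 members, whose median was 0.09. The 2 lists called in M1 were called neither without WT M1 replicate 2 or 4 nor without KO M1 replicate 3 or 4, where no list passed.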

Importantly, genes that are mediators of macrophage migration under inflammatory conditions (*Ccl5, Lgals3*) (13, 14) were significantly downregulated in “M1-like” *Ltb4r2−/−* macrophages (Fig. 1*G*). 

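Ccl5, which encodes the chemokine RANTES, and Lgals3, which encodes galectin-3, were lower on average in the M1 libraries labelled Ltb4r2−/−. Ccl5 (gene identifier 20304, chromosome 11 of mm10 from 83525778 to 83530518, minus strand) had 128 ± 30.6 CPM in Ltb4r2−/− M1 and 183 ± 42.4 in WT M1 (SD, n = 4), a log2 fold change of −0.52 (standard error 0.20, adjusted p = 0.585 from edgeR's quasi-likelihood test). Its counts were 51 to 98 and 65 to 152 per library, and the groups overlapped (exact two-sided permutation test, p = 0.114). Lgals3 (gene identifier 16854, chromosome 14 from 47367751 to 47386160, plus strand) had 20.8 ± 9.37 CPM in Ltb4r2−/− M1 and 40.2 ± 4.44 in WT M1, a log2 fold change of −0.92 (standard error 0.37, adjusted p = 0.616). Each of the 4 libraries labelled Ltb4r2−/− was below each WT library (exact p = 0.0286), at 5 to 18 and 22 to 27 counts. Both genes were lower at an unadjusted p under 0.05, and neither passed the adjusted threshold. The unadjusted call held in 16 of 19 alternatives for Ccl5 and 14 of 17 for Lgals3.

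Ccl5 was detected in the M1 state, with 439 counts in WT and 271 in Ltb4r2−/− libraries, and had 0 counts in M0 and M2 of both genotypes. Lgals3 had 23.1 ± 7.06 CPM in Ltb4r2−/− M0 and 32.3 ± 2.43 in WT M0 (log2 fold change −0.46, standard error 0.36, adjusted p = 0.904). There each library labelled Ltb4r2−/− was also below each WT library (exact p = 0.0286). This did not hold on the TMM scale of all 24 libraries, where Ltb4r2−/− M0 replicate 3 had 25.3 CPM and WT M0 replicate 3 had 24.8. In M2, Lgals3 had 104 ± 30.8 CPM in Ltb4r2−/− and 89.6 ± 24.7 in WT libraries (0.21, standard error 0.27, adjusted p = 0.999). Its difference between genotypes in M1 was not shown to differ from that in M0 (interaction −0.48, standard error 0.48, adjusted p = 1.00). Nos2, the M1 marker of Fig. 1B, had 135 ± 36.0 CPM in Ltb4r2−/− M1 and 145 ± 20.0 in WT M1 (−0.11, standard error 0.20, adjusted p = 0.947).

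Neither gene has an exon overlapped by another gene on the opposite strand, and Lgals3 lies 8.4 Mb from Ltb4r2. Genes with such an overlap held 90.3% of the counts of genes with a position, so the strand that was counted stays in question. If it was the opposite strand, the counts of Ccl5 and Lgals3 may be only a small part of the reads of their transcripts. In 2 of the alternatives, the filter at a mean of 50 counts and the set without genes within 10 Mb of Ltb4r2, Lgals3 was not tested.

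**Figure D3:**
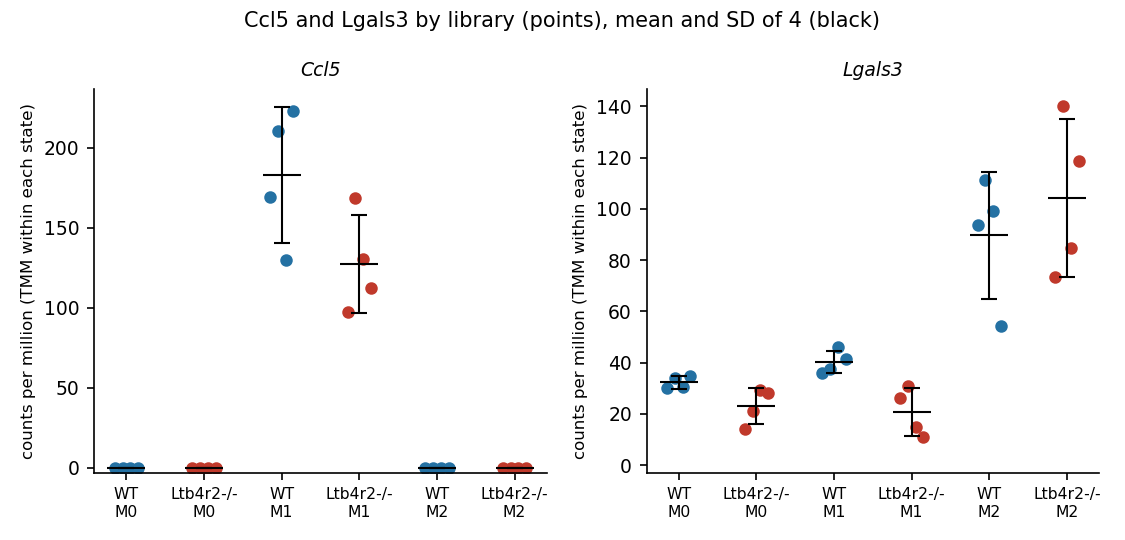
CPM of Ccl5 and Lgals3 in each library (points) of WT (blue) and Ltb4r2−/− macrophages (red) in M0, M1 and M2, with mean and SD of 4 libraries in black. TMM normalization was applied within each state, so levels are comparable between genotypes of a state. In M1 all 4 red points of Lgals3 lie below the blue points, and those of Ccl5 overlap with them.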

We separately confirmed the reduction in the expression levels of these genes in *Ltb4r2−/−* BMDMs under M1 conditions by qRT-PCR (Fig. 1*I*). Taken together, the unbiased transcriptomic analyses suggested a potential role for BLT2 in mediating macrophage migration that might be relevant during tissue inflammation.

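The median M1 marker had a log2 fold change of 6.36 in Ltb4r2−/− macrophages with genes at 0 counts set to their bound, and Arg1 had 2.71 on M2 polarization (standard error 0.55, adjusted p = 1.99e-04 from edgeR). Cxcl9 was at least 624-fold higher in Ltb4r2−/− M1 than in M0, against a floor of 3 counts over the group. Of 3047 genes, 1 had a response to M1 that differed between genotypes at an adjusted p under 0.05, and 1 a response to M2. Both were Tep1, whose difference between genotypes was 1.43 closer to 0 on the log2 scale in M1 than in M0 (standard error 0.18, adjusted p = 7.41e-06) and 1.54 closer in M2 (standard error 0.17, adjusted p = 8.31e-07). The numbers at an unadjusted p under 0.05 were 141 and 144. The genes with the next smallest p included Pom121 (−1.37, standard error 0.35, adjusted p = 0.363) and Rmdn1 (−1.94, standard error 0.49, adjusted p = 0.363) for M1, and Exosc9 (1.49, standard error 0.38, adjusted p = 0.516) and Cyb5r3, a reductase gene (0.76, standard error 0.20, adjusted p = 0.516), for M2. For Adgre1, the gene of the macrophage marker F4/80, the difference of the M1 responses was −0.35 (standard error 0.41, adjusted p = 1.00). From the genes called in the M1 state, among them Ccl5 and Lgals3, and the pathways of Fig. 1H, the paper proposes that BLT2 has a role in macrophage migration that might matter in tissue inflammation. The number for M1 was 3 without WT M0 replicate 1 and 2 without WT M0 replicate 3 or WT M1 replicate 4, and that for M2 was 4 without WT M0 replicate 3.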

To determine the requirement for BLT2 in the context of macrophage migration, we next performed transwell migration assays *in vitro* using peritoneal macrophages isolated from *Ltb4r2−/−* mice and their WT littermates. We placed the isolated macrophages to the upper chamber of the chemotaxis system and loaded the bottom chamber with 10% FBS-RPMI media to stimulate their migration. After 4 h of incubation, we quantified the number of macrophages that have migrated to the lower chamber. We observed that the number of *Ltb4r2−/−* macrophages that migrated through the transwell membrane were significantly reduced compared to the number of WT macrophages (Fig. 1*J*), consistent with impaired migration in the absence of BLT2. To confirm that the observed phenotype results from the loss of BLT2 and not secondary effects that might have been introduced by the mutation at the *Ltb4r2* locus, we repeated the transwell migration experiments after treating the WT macrophages with the small molecule BLT2 antagonist LY255283 (15) or DMSO (as vehicle control). We observed a similar reduction in the number of macrophages that migrated through the transwell membrane upon treatment with LY255283 (Fig. 1*K*). These results, together with the transcriptomic analyses, suggest that BLT2 is important for mediating macrophage migration.

### Zebrafish ltb4r2a, but not ltb4r2b, mediates macrophage migration during tissue injury

To determine the role of BLT2 in chemotaxis in settings of inflammation *in vivo*, we next utilized zebrafish models of tissue injury. Zebrafish have two genes encoding BLT2, *ltb4r2a,* and *ltb4r2b*, each with over 30% identity and 60% amino acid similarity to the human *LTB4R2* sequence (16). Moreover, developing zebrafish larvae (2–3 days post fertilization, dpf) have intact innate immune systems with *mpeg*-expressing macrophages (17), which makes zebrafish a tractable and applicable model system for the analysis of innate immune cells during inflammation (8, 18). To quantify the expression of zebrafish *Ltb4r2* orthologs during early developmental stages that are relevant to our study, we extracted total mRNA from whole zebrafish embryos at 9 h post fertilization (hpf) and 1 to 5 dpf timepoints and performed qRT-PCR. We observed that both *ltb4r2a* and *ltb4r2b* transcripts were expressed at all the investigated time points (Fig. 2*A*). Whereas the expression levels of *ltb4r2a* were the highest at 9 hpf and substantially decreased after 1 dpf, the expression levels of *ltb4r2b* were the lowest during the earliest time points and increased at 1 dpf (Fig. 2*A*), suggesting that the two orthologues might have different functions during development.

**Figure 2:**
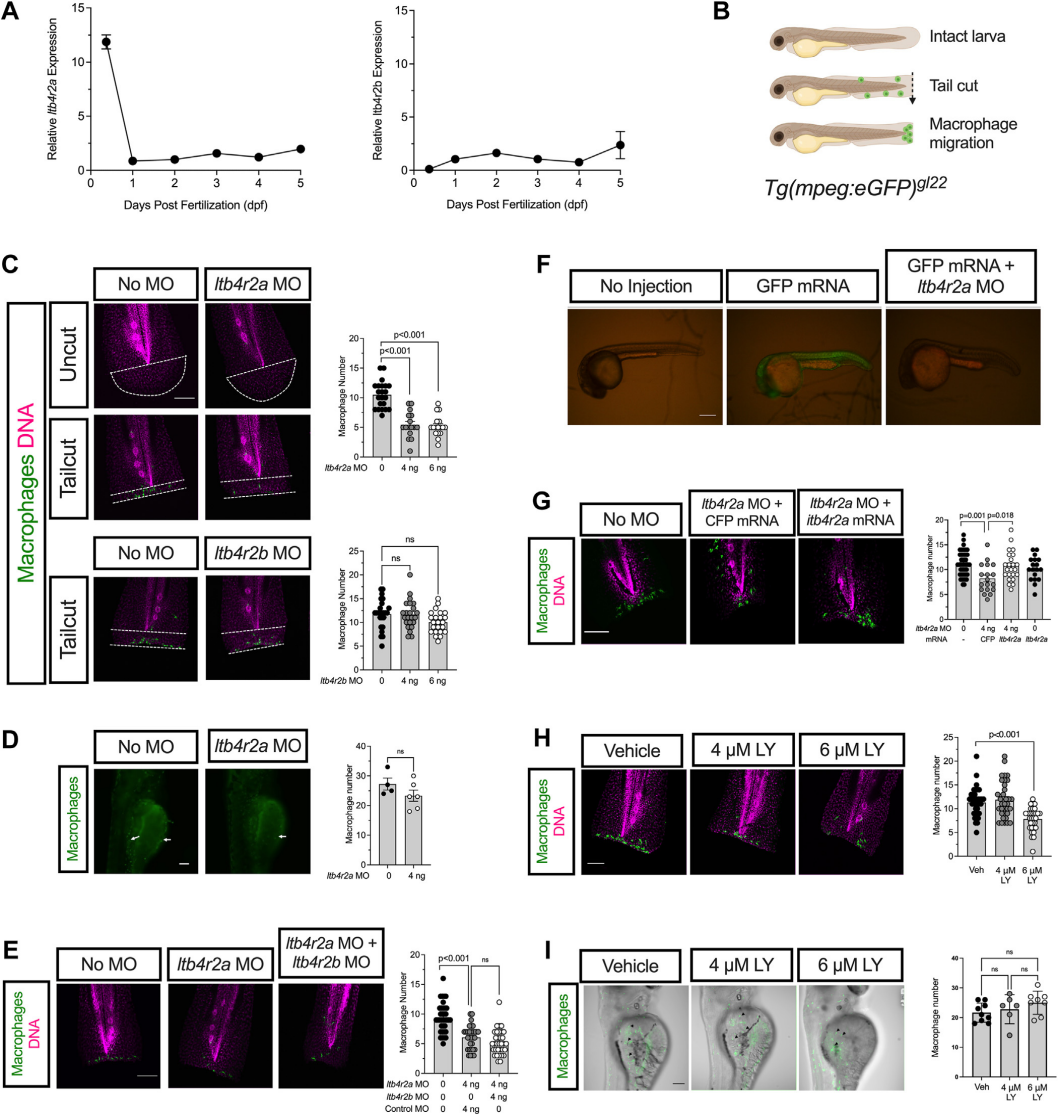
**Morpholino oligonucleotide against *ltb4r2a* in zebrafish impairs macrophage migration.***A*, qRT-PCR for *ltb4r2a* and *ltb4r2b* during different ages of zebrafish. N = 3 biological replicates per time point. *B*, schematic representation of tail cut injury in *Tg(mpeg:eGFP)gl22* zebrafish larvae in which macrophages are labeled *green*. *C*, representative images of macrophages (*green*) and DNA (*magenta*) (*left panels*) following injection of morpholino oligonucleotides (MOs) against *ltb4r2a* and *ltb4r2b,* and corresponding quantification of macrophage number at the site of injury (*right panels*). Scale bar = 100 μm; *D*, representative images of macrophages (*green*) in *Tg(mpeg:eGFP)gl22* zebrafish larvae yolk sac (*left panels*) and quantification of macrophage numbers (*right panel*). Scale bar 100 μm. *E*, representative images of macrophages (*green*) and DNA (*magenta*) in zebrafish larvae injected with indicated MOs (*left panels*) and quantification of macrophage number at the site of injury (*right panel*). Scale bar = 100 μm. *F*, representative images of 1 dpf zebrafish embryos following injection with GFP mRNA with or without the *ltb4r2a* MO. Scale bar = 500 μm. *G*, representative images of macrophages (*green*) and DNA (*magenta*) in zebrafish larvae injected with indicated MOs and mRNAs (*left panels*) and quantification of macrophage number at the site of injury (*right panel*). Scale bar = 100 μm. *H*, representative images of macrophages (*green*) and DNA (*magenta*) in zebrafish larvae treated with vehicle or indicated concentrations of LY255283 (*left panels*) and quantification of macrophage number at the site of injury (*right panel*). Scale bar = 100 μm. *I*, representative images of macrophages (*green,* indicated by *black arrowheads*) in *Tg(mpeg:eGFP)gl22* zebrafish larvae yolk sac following treatment with with vehicle or indicated concentrations of LY255283 (*left panels*) and quantification of macrophage numbers (*right panel*). Scale bar = 100 μm. Data are presented as mean ± SEM; Each data point represents an independent biological replicate from different animals. For statistics, unpaired two-tailed t-tests were used for comparison of two values, and 1-way ANOVA with Tukey post-test for more than two comparisons.

To query the roles of each *ltb4r2* gene in macrophage migration, we employed the well-characterized *Tg(mpeg:eGFP)*^*gl22*^ transgenic zebrafish line, wherein macrophages are labeled with the green fluorescent protein (GFP) (8, 17). We injected *Tg(mpeg:eGFP)*^*gl22*^ zygotes with translation-blocking morpholino oligonucleotides (MO) against each *ltb4r2* ortholog. At 3 dpf, we performed mechanical tailfin injury, which promotes rapid macrophage migration to the injury site as a part of the inflammatory response (19), and quantified the number of macrophages that have migrated to the site of injury at 6 h post injury (Fig. 2*B*). We observed no macrophages at the tailfins of control and MO-injected embryos in the absence of an injury (Fig. 2*C*), suggesting that the macrophage number observed at the tail cut sites reflects the extent of migration induced by the injury. Importantly, in the embryos injected with the *ltb4r2a* MO, we observed a significant reduction in the number of macrophages at the injury site compared to the control embryos (Fig. 2*C*). Macrophage numbers in tissues that were not injured were not affected by the *ltb4r2a* MO injection (Fig. 2*D*), suggesting that *ltb4r2a* MO does not affect macrophage production (only their migration to sites of injury). By contrast, we did not observe any difference in the macrophage numbers at the injury site upon *ltb4r2b* MO injection (Fig. 2*C*). To determine if there is a partial functional overlap between *ltb4r2a* and *ltb4r2b* that would cause the double knockdown phenotype to be more severe than either of the individual knockdowns, we next co-injected the *ltb4r2a* and *ltb4r2b* MOs and performed tailfin injury assays. The effect of the co-injection was not significantly different from the effect of *ltb4r2a* MO alone (Fig. 2*E*), further supporting that *ltb4r2b* does not play a role in mediating macrophage migration.

To ensure that the observed reduction in macrophage migration results from the specific knockdown of *ltb4r2a* levels rather than off-target effects of MO injection, we next confirmed the efficacy and specificity of the *ltb4r2a* MO. As there are no commercially available antibodies reactive against the zebrafish BLT2a protein, we confirmed the knockdown by an alternative approach. We generated a modified GFP mRNA by fusing the 25 nucleotide-long sequence targeted by the *ltb4r2a* MO to the 5′ end of the GFP coding sequence. Upon injection of the modified GFP mRNA into zygotes with no fluorescent transgenes, we observed ubiquitous green fluorescence throughout the embryos (Fig. 2*F*, *middle panel*). Co-injection of the *ltb4r2a* MO with the GFP mRNA eliminated any discernible GFP fluorescence (Fig. 2*F*, *right panel*), indicating that the *ltb4r2a* MO is effective in targeting mRNAs that contain its target sequence. Next, to address specificity of the *ltb4r2a* MO, we generated a synthetic *ltb4r2a* mRNA that does not contain the full MO target sequence. Whereas injection of the synthetic *ltb4r2a* mRNA alone did not have any effect on macrophage migration, co-injection of the mRNA with the *ltb4r2a* MO fully rescued the defect in migration (Fig. 2*G*). To verify the findings obtained with the *ltb4r2a* MO, we repeated the tailfin injury assays after treating the embryos with the BLT2 antagonist LY255283. Treatment with the inhibitor resulted in a significant reduction in macrophages at the sites of tailfin injury compared to vehicle-treated embryos (Fig. 2*H*), whereas it did not have any effect on macrophages in tissues that were not injured (Fig. 2*I*). These findings are consistent with and confirm the results obtained with the *ltb4r2a* MO. Taken together, our data indicate that zebrafish BLT2 encoded by *ltb4r2a* promotes macrophage migration during tissue injury, but that the enzyme isoform encoded by *ltb4r2b* may have a distinct, yet undefined, role.

### Ltb4r2a depletion impairs macrophage migration during islet and liver inflammation in zebrafish

We next sought to determine the relevance of BLT2-mediated macrophage migration in the setting of metabolic inflammation by utilizing zebrafish models of pancreatic islet and liver inflammation. We first utilized a well-characterized zebrafish islet β-cell injury model, in which transgenic zebrafish embryos that express the bacterial nitroreductase (NTR) enzyme under the β cell-specific insulin promoter *(Tg(ins:NTR)*^*s950*^*)* are treated with the prodrug metronidazole (MTZ) (20). The interaction between NTR and MTZ leads to the production of reactive oxygen species, which specifically causes β-cell stress, macrophage recruitment to the islets, and β-cell loss in a manner that reflects aspects of early T1D pathogenesis (Fig. 3*A*) (8, 21). Whereas we observed no macrophages within zebrafish islets in the absence of MTZ treatment, macrophages migrated into the islets with 6 h of MTZ exposure (Fig. 3*B*). Importantly, injection of the *ltb4r2a* MO led to a significant reduction in the number of macrophages within the islets upon MTZ treatment (Fig. 3*B*), consistent with the conclusion that *ltb4r2a* contributes to macrophage migration during islet inflammation.

**Figure 3:**
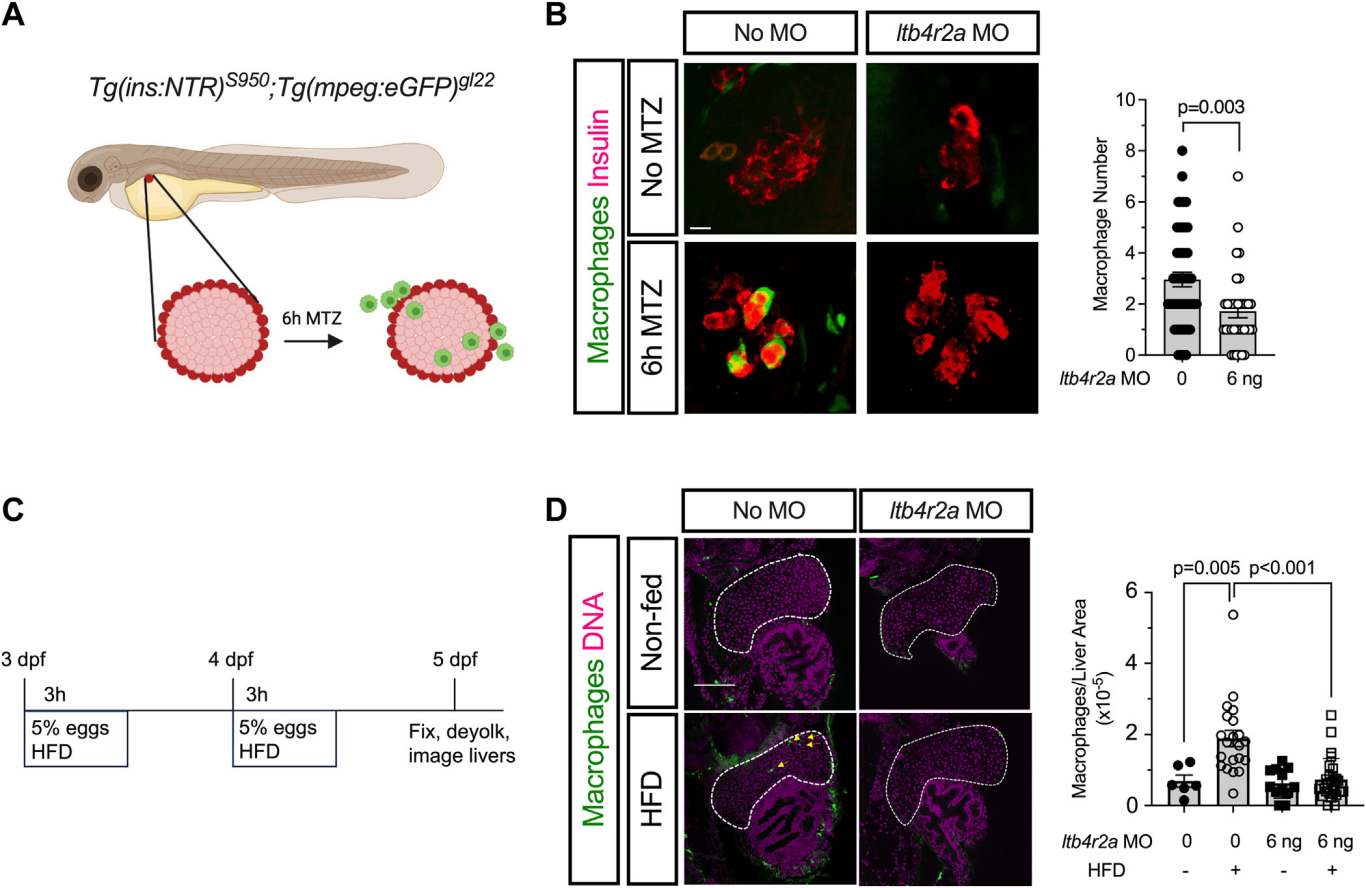
**Morpholino oligonucleotide against *ltb4r2a* in zebrafish impairs macrophage migration during β-cell and liver inflammation.***A*, schematic representation of the β-cell injury model using *Tg(ins:NTR)*^*S950*^*;Tg(mpeg:eGFP)*^*gl22*^ zebrafish expressing nitroreductase (NTR) in β cells and *green* fluorescent protein in macrophages. Double-transgenic larvae were treated with metronidazole (MTZ) for 6 h, followed by imaging of islets. *B*, representative images of macrophages (*green*) and insulin (*red*) following injection of morpholino oligonucleotide (MO) and treatment with MTZ, as indicated (*left panels*), and quantitation of macrophage number within islets (*right panel*). Scale bar = 10 μm. *C*, schematic representation of the liver injury model using *Tg(mpeg:eGFP)*^*gl22*^ zebrafish expressing green fluorescent protein in macrophages. Transgenic larvae were injected with or without MO at 0 to 1 h post fertilization, then incubated in 5% egg solution in egg water as indicated. *D*, representative images of macrophages (*green*) and DNA (*magenta*) and quantification of macrophage number in the liver. The *dotted line* indicates the outline of the liver parenchyma and *arrowheads* indicate macrophages (*green*) within the liver parenchyma. Scale bar = 100 μm. Data are presented as mean ± SEM; and each data point represents an independent biological replicate from different animals. For statistics, unpaired two-tailed t-tests were used for comparison of two values, and 1-way ANOVA with Tukey post-test for more than two comparisons.

In a second model of inflammation, we fed zebrafish embryos with a high-fat diet (HFD) consisting of a 5% homogenized egg solution at 3 and 4 dpf (Fig. 3*C*), which leads to lipid accumulation and a mild inflammatory state that promotes macrophage infiltration into the liver parenchyma (22). Consistent with prior studies, HFD feeding caused a significant increase in the number of macrophages observed within the liver boundaries (Fig. 3*D*) (22). Importantly, upon HFD-feeding, the number of macrophages per sampled liver area was significantly reduced in the embryos injected with the *ltb4r2a* MO compared to the non-injected controls (Fig. 3*D*), suggesting that *ltb4r2a* plays an essential role in mediating macrophage migration during liver inflammation. Together, these findings demonstrate that *ltb4r2a* contributes to macrophage migration in different settings of metabolic tissue inflammation.

### Ltb4r2 deletion suppresses macrophage infiltration during LPS-induced inflammation in mice

Next, we assessed the role of BLT2-mediated macrophage migration in a mammalian inflammation model *in vivo*. To mimic a general state of inflammation (sepsis), we injected *Ltb4r2−/−* mice or their WT littermates with bacterial LPS intraperitoneally (23), then monitored the accumulation of peritoneal and liver macrophages 6 h later (Fig. 4*A*). We observed that treatment of the WT mice with LPS induced a marked increase in the number of F4/80+ peritoneal macrophages as assessed by flow cytometry (Fig. 4*B*). In *Ltb4r2−/−* mice compared to WT littermates, the number of peritoneal macrophages induced upon LPS-treatment was significantly lower (Fig. 4*B*), indicating that loss of BLT2 suppresses peritoneal macrophage accumulation during inflammation. Notably, the number of circulating white blood cells and the percentages of circulating monocytes (the precursors to tissue macrophages) were unaltered in *Ltb4r2−/−* compared to WT littermates before and after LPS injection (Table 1). Additionally, the numbers of F4/80+ and CD11c+ macrophages in the spleen following LPS injection were also unaltered in *Ltb4r2−/−* mice (Fig. 4*C*). These latter findings confirm that the reduction in peritoneal macrophages following LPS injection in *Ltb4r2−/−* was not a result of global declines in macrophage numbers.

**Figure 4:**
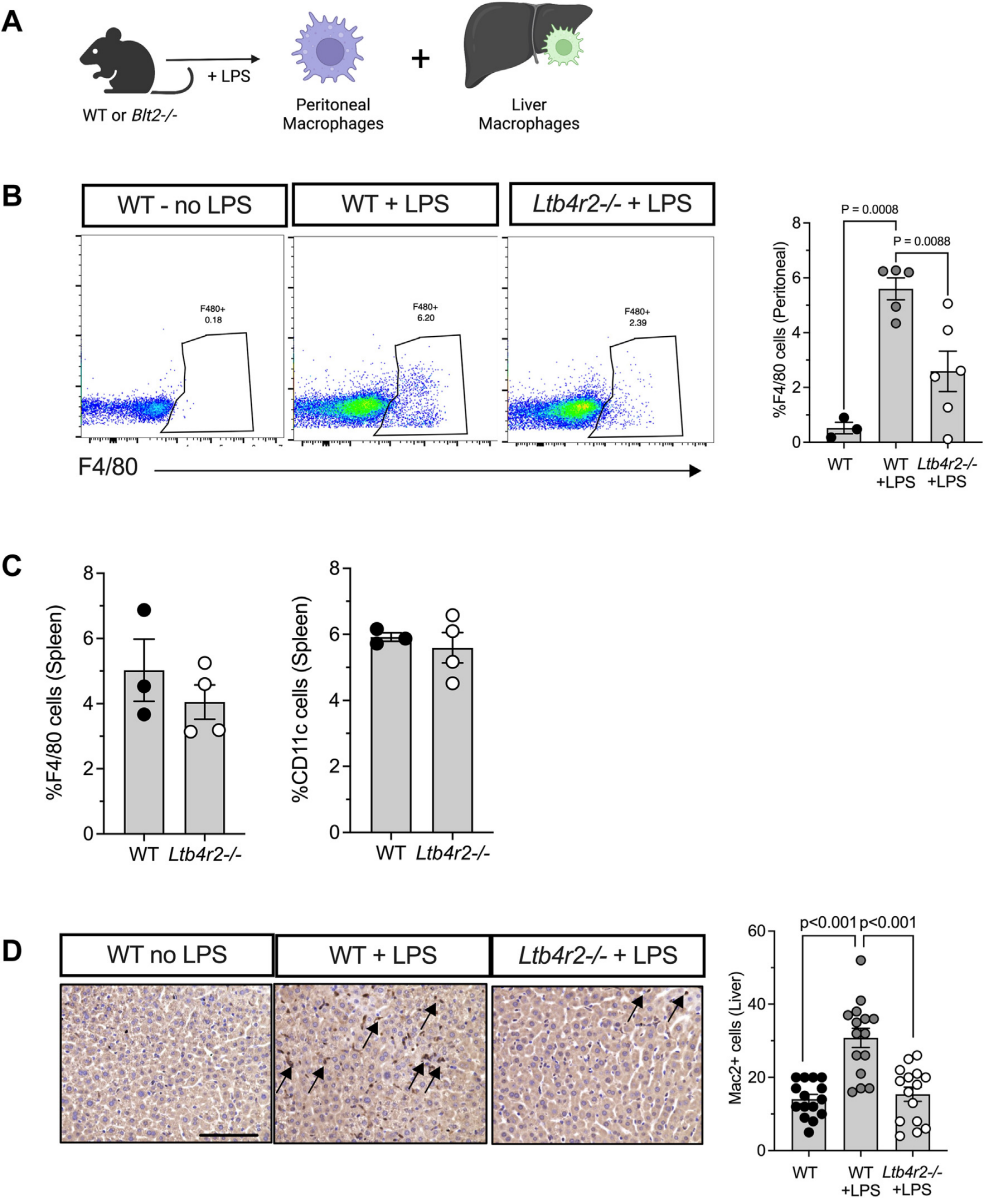
***Ltb4r2−/−* mice exhibit impaired macrophage migration following LPS-induced inflammation.***A*, schematic representation of LPS injury model in mice. WT and *Ltb4r2−/−* mice were injected with lipopolysaccharide (LPS), followed by quantitation of peritoneal macrophage number (by flow cytometry) and number of macrophages infiltrating the liver (by immunohistochemistry). *B*, representative flow cytometric dot plots of peritoneal F4/80+ cells (macrophages) (*left panels*) under the indicated conditions and corresponding quantitation (*right panel*). *C*, quantitation (from flow cytometry analysis) of F4/80+ and Cd11c+ cells from spleen in WT and *Ltb4r2−/−* mice following LPS injection. *D*, representative liver section images of Galectin 3+ macrophages (*blue*, indicated by *arrows*) under the indicated conditions (*left panels*) and quantification of macrophage number in liver tissue (*right panel*). Scale bar = 100 μm. Data are presented as mean ± SEM; ∗*p* < 0.05, and each data point represents an independent biological replicate from different animals. For statistics, 1-way ANOVA with Tukey post-test was used for comparisons.

**Table 1:** Complete blood count parameters in WT and Ltb4r2−/− mice

Cell type	Before LPS treatment			After LPS treatment		
	WT (n = 3)	Ltb4r2−/− (n = 4)	*p*-value	WT (n = 3)	Ltb4r2−/− (n = 4)	*p*-value
	Mean ± SD	Mean ± SD		Mean ± SD	Mean ± SD	
White Blood Cell number (x10^3^/μl)	7.78 ± 1.55	8.55 ± 1.74	0.5545	3.37 ± 0.61	3.91 ± 1.58	0.6055
Neutrophil (%)	16.86 ± 2.65	15.78 ± 4.06	0.6978	40.06 ± 3.55	46.45 ± 16.47	0.5474
Lymphocyte (%)	70.2 ± 6.85	72.86 ± 8.96	0.677	42.16 ± 3.97	37.8 ± 11.86	0.5747
Monocyte (%)	9.26 ± 5.31	7.38 ± 4.12	0.5914	14.33 ± 2.19	11.07 ± 4.47	0.3048
Eosinophil (%)	3.66 ± 1.92	3.98 ± 1.09	0.7734	3.43 ± 0.65	4.67 ± 1.49	0.2427

Because LPS stimulation is implicated in promoting inflammatory cell infiltration in the liver and has been used to model acute and chronic liver inflammation in mouse models (24, 25), we next quantified the Mac2 (encoded by *Lgals3*)-positive macrophages in liver sections by immunohistochemistry. We observed that loss of BLT2 resulted in reduced accumulation of macrophages (Fig. 4*D*), confirming the role of BLT2 in mediating macrophage migration during liver inflammation in mammalian models. Collectively, our findings suggest that BLT2 is required for mediating macrophage recruitment and infiltration in mammalian settings of inflammation.

## Discussion

GPCRs are transmembrane proteins that mediate cellular response to extracellular stimuli. Among these GPCRs, BLT2 appears to function as a low-affinity receptor to a variety of lipid signaling molecules, including leukotriene B4, 12(S)-HETE (9), and 12-HHT (26) that are associated with predominantly proinflammatory functions and have been implicated as therapeutic targets for various inflammatory conditions (7, 26, 27). Although BLT2 as a common downstream receptor for these ligands makes it a promising target for inflammatory pathologies, its precise role(s) during inflammation remains incompletely understood. Two prior studies that addressed this issue implicated BLT2 as a contributor to auto-antibody-driven inflammatory arthritis (10) and airway inflammation (28). However, to date, the general roles BLT2 might play during inflammation and the mechanistic basis and specific cellular origins for these roles remain uncharacterized. Using a combination of expression and transcriptional analysis alongside injury models *in vivo* involving genetic knockout/silencing and small-molecule-based inhibition approaches, we show that BLT2 promotes macrophage migration to injured tissues during inflammation. Moreover, the viability and health of *Ltb4r2−/−* mice further suggest that systemic inhibition of BLT2 might prove a viable strategy for the treatment of disorders associated with inflammation.

Previous studies have reported *Ltb4r2* mRNA expression in various tissues of mice, including mast cells (29), small intestine, skin, colon, and spleen (30). In one study (30), *Ltb4r2* expression was not detected in macrophages by Northern blot. Our mRNA expression analysis in mice demonstrates the presence of *Ltb4r2* mRNA in metabolic tissues such as the liver, adipose, and macrophages. Given the relatively low abundance of GPCRs, we attribute the difference in our results to the much greater sensitivity of the method we employed for mRNA detection (qRT-PCR) compared to the Northern blot. Although the expression levels of *Ltb4r2* in macrophages were lower relative to the other tissues we investigated, our study nevertheless revealed that BLT2 is an essential contributor to macrophage function. Notably, our transcriptomic analysis revealed that *Ltb4r2−/−* macrophages had altered gene expression signatures with a downregulation in key transcripts (*Ccl5, Lgals3*), essential mediators of macrophage migration. Moreover, the most prominent alterations were observed in M1 macrophages, suggesting that BLT2 might be crucial in shaping macrophage function during inflammation.

Our zebrafish studies that utilized different models of tissue inflammation further support the relevance of BLT2 in inflammatory conditions. Zebrafish larvae offer the advantage of an intact innate immune system. The genetic and physiological similarities between the hepato-pancreatic systems of mammals and zebrafish make them suitable model organisms for studying metabolic conditions. Importantly, zebrafish models have been extensively utilized to study the dynamics of macrophage migration (17, 31) and model islet and liver inflammation (8, 22, 32). Leveraging the well-characterized tailfin injury model and two distinct models of metabolic inflammation, our study demonstrated that zebrafish *Ltb4r2a* (but not *Ltb4r2b*) promotes macrophage migration during different inflammatory settings, indicating its role as a contributor to inflammatory responses. Our ability to replicate these findings in mouse models *in vivo* further highlights the applicability of this proinflammatory chemotactic role of BLT2 in mammals. Moreover, our observation that depleting BLT2 or impairing its activity (*via* a small molecule inhibitor) in distinct settings of tissue inflammation impairs macrophage infiltration further supports the notion that BLT2 within macrophages mediates these chemotactic effects.

Our findings do not exclude the possibility that BLT2 in other tissues might play independent or related roles during inflammation. GPCRs are a diverse group of membrane proteins that associate with heterotrimeric G-proteins, consisting of G_α_, G_β_, and G_γ_ subunits. Interaction between the GPCR and its ligand induces a conformational change that activates the subunits and causes their dissociation from the GPCR to lead to a cascade of signaling events in the cell (33). As these signaling events can vary based on the activating ligand and the cellular context (34, 35), it is possible that the tissue-specificity of BLT2 expression or ligand production may dictate BLT2 function. Consistent with this idea, prior studies have reported that BLT2 expression in the cryptic colon cells might be protective against inflammatory colitis (36) and that BLT2 expression in the skin keratinocytes might be necessary for epidermal wound healing (37). We believe that these findings that implicate BLT2 as an anti-inflammatory mediator with pro-resolving functions result from the difference in the cellular source of BLT2. Although further studies will be needed to resolve these differences, our results reveal the importance of considering the disease setting and cellular source of BLT2 into account when contextualizing its functional role. Together, our findings provide evidence that the BLT2 receptor is an important contributor to macrophage migration during tissue inflammation. While this role, conserved between zebrafish and mammals, implicates BLT2 as a contributor to inflammatory pathologies, further studies will be needed to determine its downstream mediators.

## Experimental procedures

### Animals

All mice and zebrafish used in this study were housed under specific pathogen-free conditions with a standard 12h light: dark cycle for mice and 14:10 light: dark cycle for zebrafish. All mouse and zebrafish experiments were approved by the University of Chicago Institutional Animal Care and Use Committee. *Ltb4r2−/−* mice on *C57BL/6J* background were purchased from Jackson Laboratories and subsequentially bred in-house.

Zebrafish were maintained in 2 L tanks at 28.5 °C in a recirculating aquaculture system. The transgenic lines used for experiments include *Tg(mpeg:eGFP)*^*gl22*^ (17) and *Tg(ins:NTR)*^*S950*^ (20). Embryos were collected at spawning and placed into egg water (0.1% Instant Ocean salts, 0.0075% calcium sulfate, and 0.1% methylene blue). At 24 hpf, the media was replaced by egg water supplemented with 0.003% 1-Phenyl-2-thiouria (PTU) to prevent pigmentation.

### Procedures involving mice

For GTTs, mice were fasted for 16 to 18 h animals were intraperitoneally injected with glucose (1 g/kg) and blood glucose was measured at 0, 10, 20, 30, 60, 90, and 120 min using an AlphaTrak glucometer. For ITTs, 0.75 U/kg of insulin was injected IP after 2 h fasting and blood glucose was measured at 0, 15, 30, 45, and 60 min. For studies involving LPS injections, Male and female 11-week-old WT and *Ltb4r2−/−* mice received intraperitoneal injection of *E. coli* (O111:B4) LPS at a concentration of 5 mg/kg or PBS. Adipose tissue, spleen, and peritoneal macrophages were harvested after 6 h. For measurement of complete blood count, blood samples were collected from the tail vain of 8 to 10 week-old WT and *Ltb4r2−/−* mice in EDTA capillary vials (Kent Scientific Corporation) and analyzed by an automated hematology analyzer (Heska Element HT5).

### Procedures involving zebrafish

For experiments involving morpholino oligonucleotides (MOs), MOs were purchased from GeneTools LLC with the following sequences: *Ltb4r2a*: 5′-ACAGAAGGTTCAACGCCATCTTGGC-3′; *Ltb4r2b*: 5′-AGCTGCCATTTTCCAATGCCATTTG-3′. For microinjections, morpholinos or mRNAs were diluted with nuclease free water and mixed with 0.1% of phenol red marker. The injection volume was calibrated by determining the diameter of the injection droplet on mineral oil to inject 4, 6, or 8 ng of the MOs or 50 to 200 pg of the mRNAs. Zygotes were collected at spawning and injected at the 1-cell stage. The embryos that are marked with phenol red were sorted for use in later experiments.

For experiments involving mRNA injections, capped and poly-A-tailed mRNAs were obtained from the purified PCR products through *in vitro* transcription using the mMessage mMachine T7 Ultra kit (Thermo Fisher). The mRNAs were then purified through Lithium Chloride precipitation, and concentrations were determined using NanoDrop. The mRNAs were visualized on 1% agarose gel treated with 1.5% bleach to ensure quality before injections (38).

For tailfin injuries, procedures followed those previously described (19). Briefly, 3 dpf larvae were paralyzed with 0.01% tricaine to prevent movement. The distal tips of the tailfins were cut with a sharp scalpel. Following injury, embryos were placed in a 28.5 °C incubator for 6 h. For islet injury assays, 3 dpf embryos were treated with 7.5 mM of MTZ in egg water or egg water alone, for 6 h. Liver inflammation studies followed previously detailed methods (22). 3 dpf larvae were incubated in 4 ml of 5% chicken egg solution for 3 h in dark at 28.5 °C and washed following feeding. Feeding was repeated at 4 dpf, and embryos were left to rest overnight following feeding. At the end of the specified incubation periods, the embryos were fixed with 3% formaldehyde in PEM buffer (100 mM PIPES, 1 mM MgSO_4_, 2 mM EGTA) at 4 °C for 18 h, washed, deyolked, and immunostained as previously described (39). The following antibodies were used for staining: guinea pig anti-insulin (Invitrogen, 1:100), chicken anti-GFP (Aves labs; 1:1000), TO PRO3 (Thermo Fisher; 1:1000), DAPI (Thermo Fisher; 1:2000). Secondary antibodies were used at 1:1000 dilution. The specificities of the antibodies were confirmed in tissue sections in which the primary or secondary antibody were omitted, and no relevant signal was observed. The stained embryos were mounted on glass slides with VECTASHIELD mounting medium (Vector Labs), and confocal imaging was performed using a Nikon A1 microscope, 20× objective. All image analyses and area measurements were done with the ImageJ software. For analysis of macrophage migration in tailfin injury assays, macrophage number between the cut site and the distal tip of the notochord rod was determined. In islet injury assays, the entire islet was imaged as a stack and the total macrophage number within the islet was quantified. In the liver inflammation studies, 18 liver slices were imaged; macrophage counts within the liver parenchyma were determined and divided by the total imaged liver area. For quantifying macrophages within the yolksacs following MO injection or treatment with the inhibitor, the embryos were mounted sideways in slides, and the GFP+ macrophages present on the visible side of the yolk were quantified.

For inhibitor studies, LY255283 was purchased from Tocris and dissolved in DMSO. 4 to 6 μM of LY255283 or an equal volume of DMSO were directly added into egg water supplemented with 0.003% PTU. Embryos were pre-treated with LY255283 or DMSO for 30 min before tailfin injury and the treatment was continued after the injuries for 6 h.

### Macrophage isolation and experiments

Peritoneal macrophages were isolated from 11-week-old mice by injecting 10 ml ice-cold PBS containing 3% FBS into the peritoneal cavity and removed using a 20-gauge needle as described previously (40). Cells were lysed with RBC lysis buffer to remove red blood cells and washed with PBS. Isolated peritoneal macrophages were used for flow cytometry analysis. For polarization studies *in vitro*, bone marrow-derived macrophages (BMDMs) were isolated as described previously (8) and cultured for 7 days in a complete medium (RPMI containing 10% FBS, 10 mM HEPES, and 100 U/ml penicillin/streptomycin) supplemented with 10 ng/ml M-CSF. On day 7, BMDM were stimulated with 10 ng/ml LPS and 25 ng/ml IFN-γ for M1-like polarization and 10 ng/ml IL-4 for M2-like macrophage polarization for 16 h. To stain for surface antigens, cells were incubated with F4/80 (Biolegend) and CD11b (Biolegend) antibodies for 20 min on ice. For intracellular staining, cells were permeabilized with Cytofix/Cytoperm (BD Pharmigen) and incubated with CD206 (Biolegend) and iNOS (Invitrogen) antibodies for 20 min on ice. All antibodies were used as 1:100 dilution. For immune profiling studies of macrophages from spleen, spleens were harvested as a single cell suspension in buffer containing 10% FBS in PBS from LPS-treated WT and *Ltb4r2−/−* mice. Cells were filtered through 70 μm filter, and red blood cells were removed using RBC lysis buffer (Biolegend). Cells were analyzed on the Attune N x T Flow Cytometer (Thermo Fisher). Data were analyzed by FlowJo software (BD Biosciences). The specificities of the antibodies were confirmed in flow cytometry experiments in which the primary or secondary antibodies were omitted, and gating was performed to ensure no background signal.

For the migration assays, BMDMs (2 × 10^5^) were placed in the upper chamber of 8 μm transparent PET membrane (Corning), and RPMI containing 10% FBS was loaded in the bottom chamber. Cells were incubated for 4 h at 37 °C, fixed in formalin and stained with crystal violet. Migrated cells were mounted on a slide and imaged using a BZ-X810 fluorescence microscope (Keyence). The number of macrophages was quantified by manual counting by an observer blinded to sample identity.

### Immunohistochemistry

Adipose and liver tissues were fixed in 4% paraformaldehyde, paraffin-embedded, and sectioned. Tissues were immunostained with anti-F4/80 (Sigma: D2S9R; 1:150 dilution) or anti-Galectin 3 (Thermo Fisher: 14-5301-85 1:150 dilution) primary antibody followed by conjugated anti-rabbit Ig (Vector Laboratories) secondary antibody, DAB peroxidase substrate kit (Vector Laboratories), and counterstained with hematoxylin (Sigma). Images were acquired using a BZ-X810 fluorescence microscope (Keyence). The specificities of the antibodies were confirmed in tissue sections in which the primary or secondary antibody were omitted, and no relevant signal was observed.

### RNA isolation, quantitative reverse-transcription PCR, and RNA sequencing

Mouse: RNA was isolated from mouse tissues and macrophages using an RNAeasy Mini kit (Qiagen) and cDNA synthesis was performed using High-Capacity cDNA Reverse Transcription kit (Applied Biosystems) according to manufacturer’s instructions. Quantitative PCR was performed using Bio-Rad CFX Opus with a predesigned Taqman assay probe for mouse genes: *Ltb4r2*: Mm01321172_s1; *Ccl5*: Mm01302427_m1; *Lgals3*: Mm00802901_m1; and *Actb*: Mm01205647_m1 (Invitrogen). Relative gene expression was calculated using the comparative threshold cycle value (Ct) and normalized to *Actb*.

Zebrafish: Total mRNA was extracted from 9 hpf and 1 to 5 dpf zebrafish embryos using Trizol (Thermo Fisher) and subsequent phenol chloroform extraction as described (41). The isolated mRNA was used to prepare cDNA libraries using High-Capacity cDNA Reverse Transcription kit (Applied Biosciences), and quantitative PCR was performed using SensiFast Real-Time PCR kit (Bioline). The average Ct values were determined, normalized to the Ct values of *elfa*, and analyzed across time points by using the ΔΔCt method as previously described (42). The following primers were used for quantitative PCR analysis: *ltb4r2a* forward: 5′-GAGCGGGTTCAGAAAACACTG-3′; *ltb4r2a* reverse: 5′-TTCAACGCCATCTTGGCAAC-3′; *ltb4r2b* forward: 5′-CGCCTCAGACAGACCAAGTT-3′; *ltb4r2b* reverse: 5′-AGTAGACGTAACAGCACGGC-3′; *elfa* forward: 5′-CTTCTCAGGCTGACTGTGC-3′; *elfa* reverse: 5′-CCGCTAGCATTACCCTCC-3′.

For RNA sequencing experiments, macrophages were polarized as described above and RNA was isolated using RNAeasy Mini kit (Qiagen). Raw sequencing data was analyzed by Rosalind (https://rosalind.bio/), with a HyperScale architecture developed by Rosalind. Reads were trimmed using cutadapt (43). Quality scores were assessed using FastQC2. Reads were aligned to the *Mus musculus* genome build mm10 using STAR3. Individual sample reads were quantified using HTseq4 and normalized *via* Relative Log Expression (RLE) using DESeq2 R library5. DEseq2 was used to calculate fold changes and *p*-values and perform optional covariate correction. Enrichment was calculated relative to a set of background genes relevant for the experiment. To identify altered pathways, genes that are significantly altered between M1 WT and *Ltb4r2−/−* macrophages were loaded to Enrichr, and the resulting pathways were ordered by *p* value.

### Statistical analysis

Data analyses were performed using the GraphPad Prism 10 software package. Significant differences between the mean values were determined using a Student’s *t* test, where 2 means were compared, and 1-way ANOVA followed by post hoc Tukey’s test when more than 2 means were compared. The differences were considered statistically significant at *p* < 0.05.

## Data availability

Some of the data generated and analyzed in the current study (images) are not publicly available but are available from the corresponding author upon reasonable request. Original data included in this manuscript and statistical analyses are available at Mendeley Data (https://doi.org/10.17632/vpynbgwkh3.1). RNA sequencing datasets have been deposited to the NIH Gene Expression Omnibus (GEO) with the accession number GSE 242723.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Leukotriene B4 receptor 2 governs macrophage migration during tissue inflammation
**Source:** J Biol Chem. 2023 Dec 12;300(1):105561. doi: 10.1016/j.jbc.2023.105561
**Supplement:** Supporting Figure S1

**
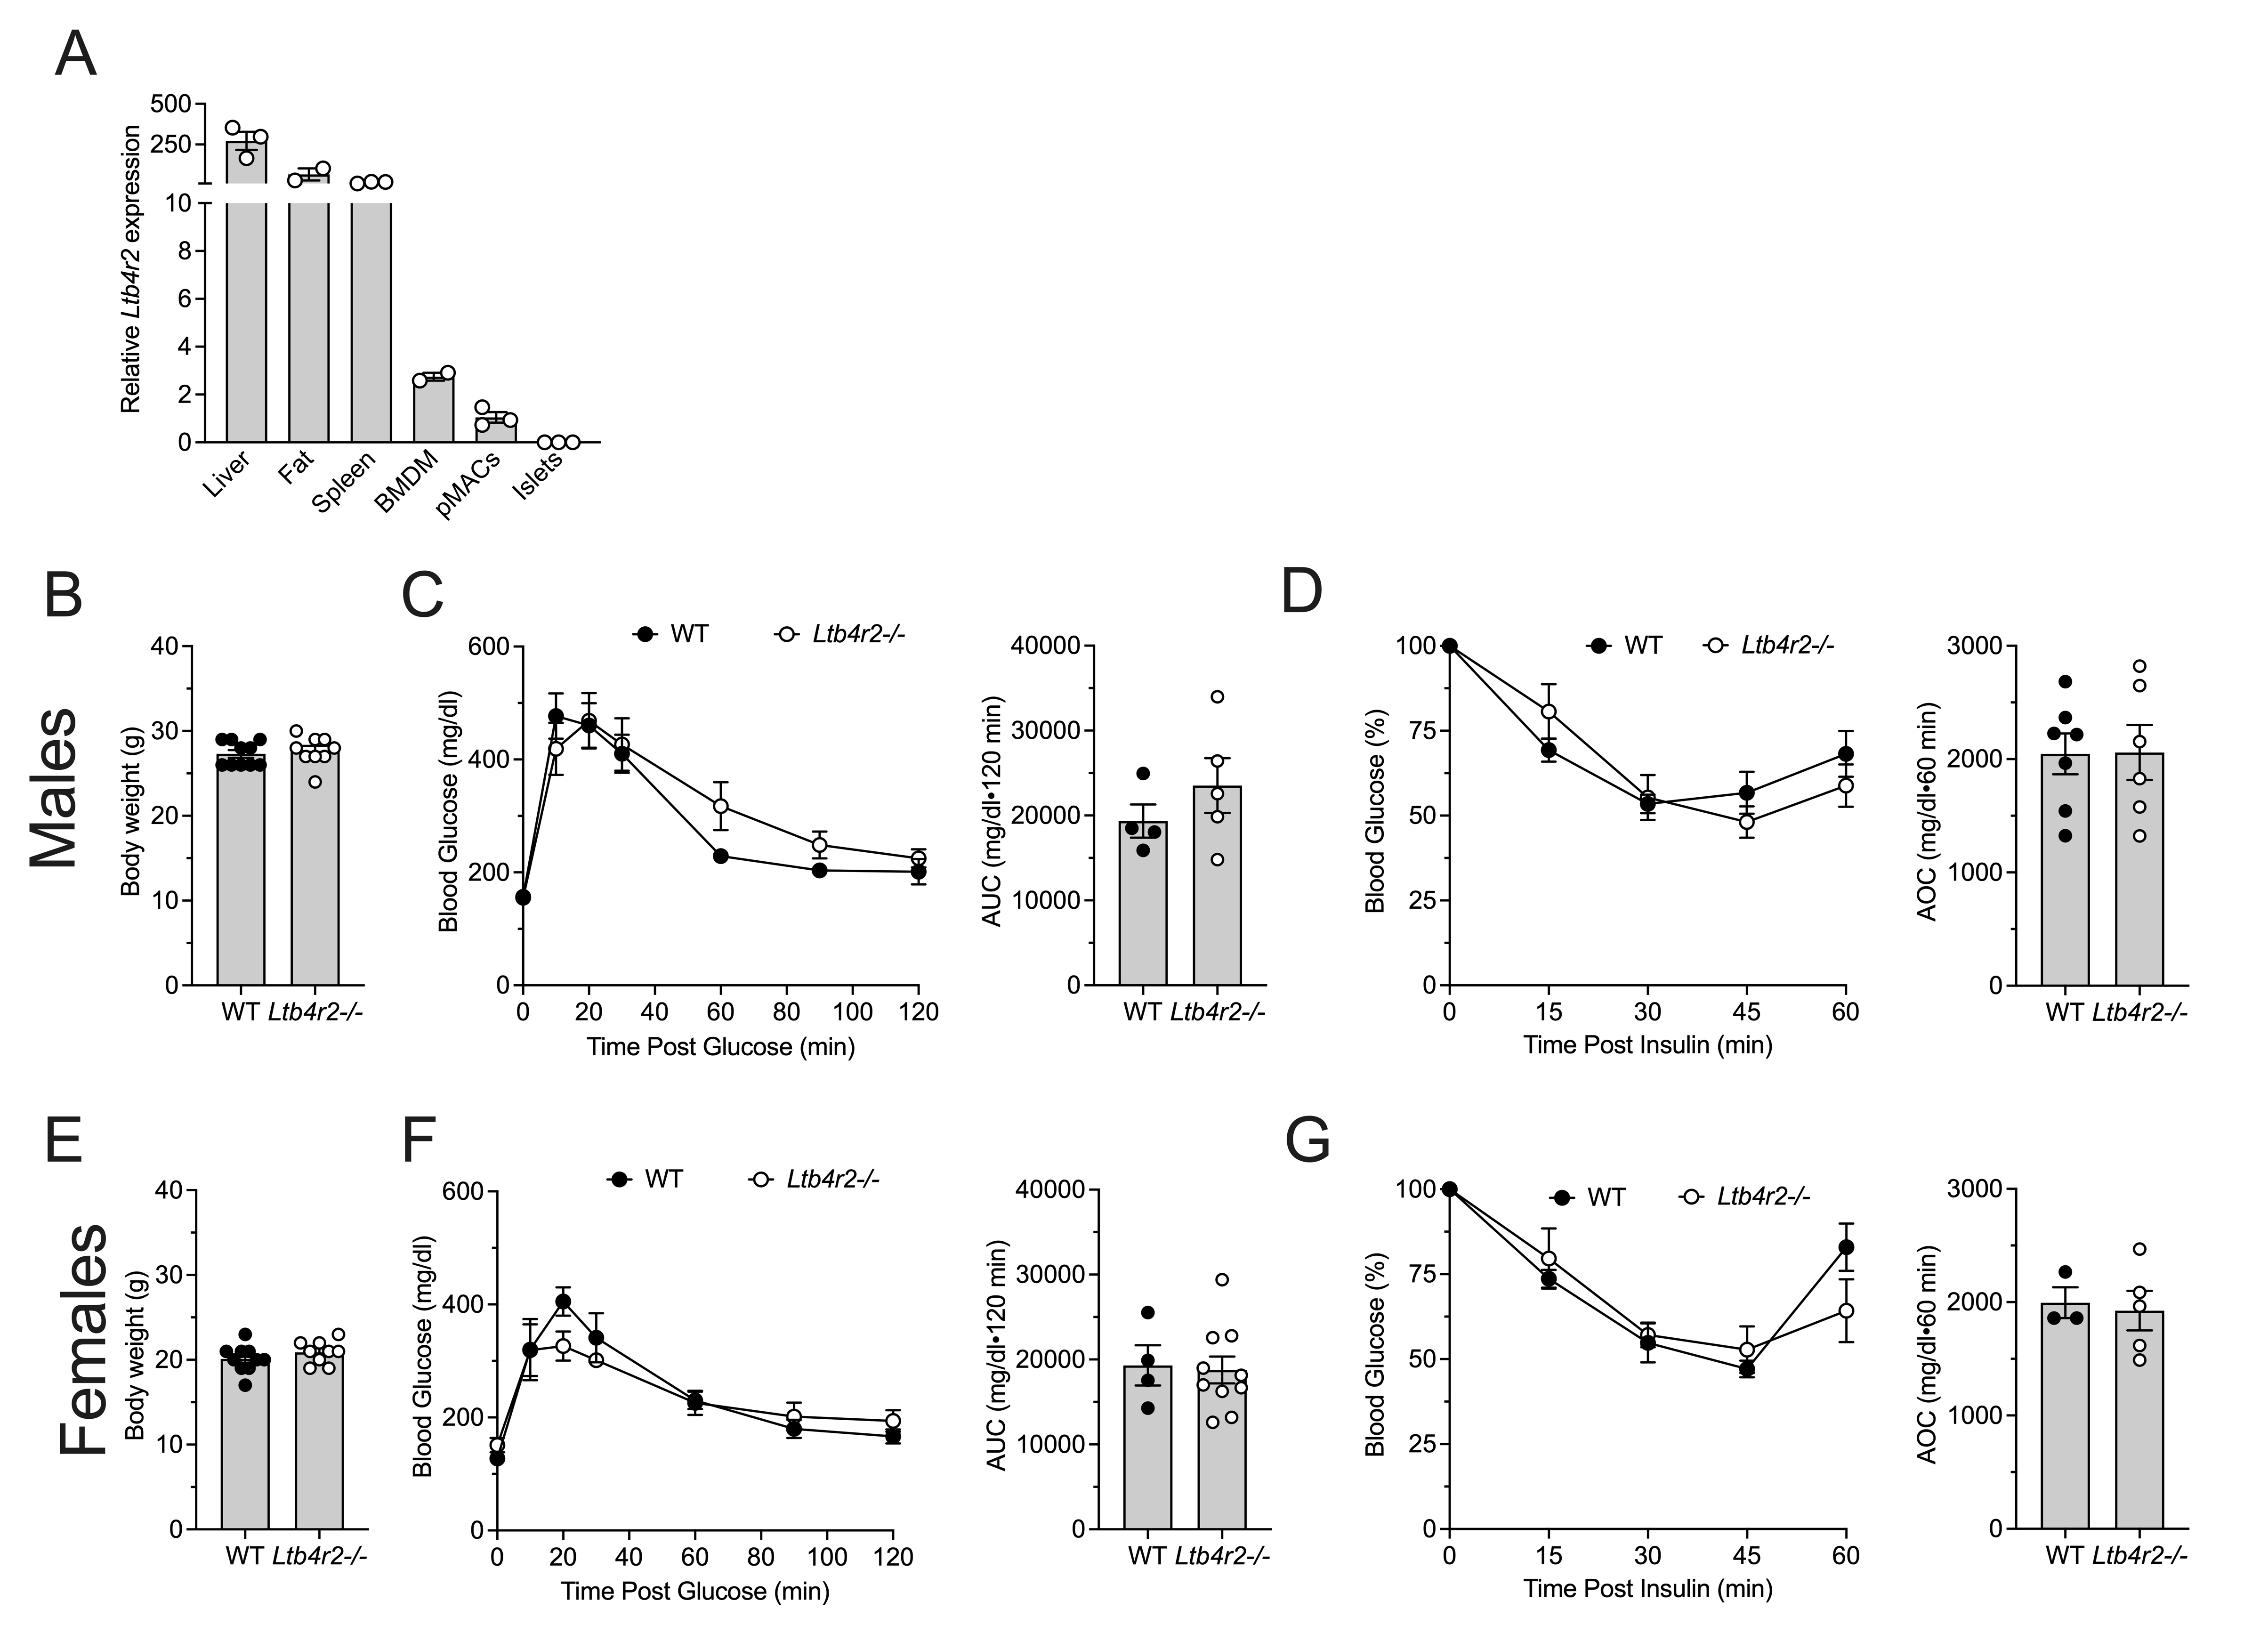
**

**Supplemental Figure S1: *Ltb4r2-/-* mice have normal glucose and insulin tolerance.** (***A***) Relative *Ltb4r2* gene expression in different B57BL/6J mouse tissues. (***B***) Body weights of 12-week-old male mice. (***C***) Glucose tolerance test (*left panel*) and corresponding area under the curve analysis (*right panel*) of 12-week-old male mice. (***D***) Insulin tolerance test (*left panel*) and corresponding area over the curve analysis (*right panel*) of 12- week-old male mice. (***E***) Body weights of 12-week-old female mice. (***F***) Glucose tolerance tests (*left panel*) and corresponding area under the curve analysis (*right panel*) of 12-week-old female mice. (***G***) Insulin tolerance test (*left panel*) and corresponding area over the curve analysis (*left panel*) of 12- week-old female mice. Data are presented as mean ±SEM; *P< 0.05, and each data point represents an independent biologic replicate from 4-10 different animals.

How the deposited data were processed for this re-analysis (not part of the article)

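RNA from bone marrow-derived macrophages of WT mice and of mice labelled Ltb4r2−/−, in the M0, M1 and M2 states, was sequenced in 24 libraries, 4 for each of 6 groups. The raw counts per gene, as deposited, were made by the authors on the Rosalind platform by trimming reads with cutadapt, aligning them to mm10 with STAR and counting with HTSeq, and one column holds one library. The deposited log2 values are, per library, the log2 of the count divided by a DESeq2 (RLE) size factor plus 1, made by the authors, and were checked against the counts and not used further. Versions of these tools and the strand setting of HTSeq are not given in the paper's methods. Tables S1–S3 were in hand for their first 1999 of 24552 entries and were used only for the genes they share with those named here.

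The count table has 24557 genes, of which 24004 were placed by GENCODE M21 (GRCm38) and 26 symbols stored as dates were restored. Libraries hold 427825 to 729580 counts. Genes were kept by filterByExpr of edgeR (minimum count 10, minimum total 15), normalized by TMM, and tested by edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment at 0.05 (edgeR 4.0.16, limma 3.58.1, R 4.3.3). Genotypes were compared within each state in the 8 libraries of that state. Polarization and the interactions of genotype with polarization were tested in 1 fit of 24 libraries on 3047 genes. Standard errors were derived as the absolute log2 fold change divided by the square root of that test's F statistic, which edgeR does not report itself. CPM values are on the TMM scale of the 24 libraries in the text on polarization, on cell type markers and on libraries far from the others of their group, and of the 8 libraries of a state elsewhere. Single genes were also compared by exact permutation of 4 against 4 libraries, 70 arrangements, whose smallest two-sided p is 0.0286. Distances between libraries and principal components used log2 CPM with a prior count of 2. Gene lists, 32 of them fixed before the data were examined, were tested where at least 3 members were tested, with camera of limma at a preset correlation of 0.01, with an estimated correlation, and with fry, each adjusted over the lists of a comparison. Genes within 10 Mb of Ltb4r2 were compared with the rest of the genome by Fisher's exact test.

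On simulated data with 4 against 4 libraries, edgeR's adjusted test recovered 23.2% of genes changed 1.5-fold, 63.9% of those changed 2-fold and 100% of those changed 4-fold in M0, with 28.3%, 52.4% and 98.4% in M1 and 23.8%, 69.2% and 98.1% in M2. Differences below 2-fold are thus often missed at this depth. Unchanged genes had an unadjusted p under 0.05 in 4.57%, 5.01% and 4.59% of cases.

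Genes named for a genotype comparison are the 10 with the smallest p in each direction among those in which every library of one genotype lies on one side of the other, those past the adjusted threshold, and those the paper names. For polarization they are the 10 largest changes in each direction with a mean of at least 50 counts, for interactions the 5 smallest p in each direction, and for lists the 4 members with the smallest p. This rule was written before the data were examined, after the part of Tables S1–S3 in hand had been seen. Other members of lists, the genes with the highest totals and the list members named as markers were chosen after their values were seen.

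Alternatives were RLE scaling factors, total count only, no filter, a mean of at least 50 counts, DESeq2 1.42.0 with default settings and with a prior on fold changes, all 24 libraries in one fit, the 8 libraries compared, the replicate number as a block, each library left out, 5 and 20 Mb, the 500 genes with the largest variance, and genes scaled to unit variance. Added after the data were seen were DESeq2 with a prior, size factors of 24 libraries and no Cook's cutoff, Tsix detection as a covariate, the genes outside 10 Mb of Ltb4r2, and, for position, leave-one-out and the set without genes past the adjusted threshold. Alternatives of single genes leave out genes with under 15 counts in the libraries compared, a limit chosen after the data were seen. Reads, and the rest of Tables S1–S3, were not analysed here.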

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

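The tests of strand, the explanations tested for genes near Ltb4r2, the position results without 1 library or without the called genes, and the numbers of other splits for genes past the adjusted threshold were chosen after the results were seen, while the frequency of genes near Ltb4r2, the tests of Ccl5 and Lgals3 and those for interactions were set before.

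In 4 of 53 groups of 4 libraries, 1 library lay far from the other 3, where chance gives about 1 in 20. The CPM values of these, on the TMM scale of all 24 libraries, were for Mrc1 in WT M0 replicate 2 (18.6 CPM), Slc7a7 in WT M0 replicate 1 (70.7 CPM), Oxa1l in WT M0 replicate 1 (817 CPM) and Tep1 in Ltb4r2−/− M1 replicate 4 (379.6 CPM). The difference of Tep1 between genotypes itself differed between states, by 1.43 on the log2 scale for M1 against M0 and by 1.54 for M2 against M0. In 100 drawn splits, 4 gave as many genes for M1 (real 1, highest other 1) and 4 for M2 (real 1, highest other 5), the real one included. Both shares meet the bound set beforehand, but other splits reached the real number, so chance is not excluded by the number alone. Genes that the paper does not discuss differed between genotypes past the adjusted threshold, namely Oxa1l in M0 (1.26), Slc7a7 in M0 (−2.20) and M2 (−2.24), Tep1 in M0 (−2.63), M1 (−1.17) and M2 (−1.07), Gm16617 in M2 (2.37) and Parp2 in M2 (2.39). Of 35 splits of the libraries, 2 gave as many genes in M0 (real 3, highest other 6) and 4 in M1 (real 1, highest other 3), so chance is not excluded there by the number alone. In M2 it was 1 (real 4, highest other 2), where the real labels gave the most, the smallest share that 35 splits allow.

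All 5 genes past the adjusted threshold lie within 10 Mb of Ltb4r2, as do 1.59% of the genes tested. An effect on genes adjacent to Ltb4r2 alone is argued against by a gene called in 2 or more states that lies 4.94 Mb away. DNA of a donor strain around the targeted gene stays open, since the odds ratio of 4.05 for genes at an unadjusted p under 0.05 in M0 rests in part on the called genes, and without these it was 2.09 (exact p = 0.147), against 3.54 in M1 (exact p = 0.00813) and 5.09 in M2 (exact p = 0.0121). A response to loss of the receptor that is spread over the genome is argued against as the source of the called genes, since all 5 lie among the 1.59%. Beyond these genes such a response stays open. The position of the called genes (Fisher's exact test, p = 7.96e-10) was the observation that led to the test, and small changes would often be missed. An effect of receptor loss on the genes near Ltb4r2 was not tested apart from donor DNA, and no sequence variants were analysed here.

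Genes that every macrophage uses, Actb among them, had few counts. Few reads alone are argued against by the housekeeping genes' median percentile of 85.2 among genes with a count, and wrong gene names by the median log2 fold change of 5.90 for M1 markers under their own names. Counts taken on the strand opposite to the transcripts are a candidate explanation. Genes with an opposite-strand exon overlap are 24.1% of placed genes and held 90.3% of the counts of placed genes, which met the bound set for it. Tsix had 1191 to 2649 counts in the libraries where it was detected, and Xist, on the opposite strand, at most 10. Features opposite macrophage identity genes held 1.88% of all counts and the listed identity genes 0.252%. The 6 features opposite housekeeping genes held 0.00583% and the 30 listed housekeeping genes 0.191%. This does not decide against it, since the overlap was 25 bp with Aldoa, 34 with Tpi1 and 68 with Gapdh. At larger overlaps Fdft1 had 231175 counts against 2395 for Ctsb, Hmgxb3 9376 against 848 for Csf1r and Pdcd2 246 against 9 for Tbp. The other way, Snx32 had 39 against 273 for Cfl1 and Vps52 60 against 170 for Rps18. Whether such features follow their partners stays open. In WT M1 the 4 opposite M1 markers rose with a median of 4.12. The 2 opposite macrophage identity genes (Fdft1 and Hmgxb3) had a median of −2.62 and the 4 opposite migration genes −0.65. Under their own names, the 20 genes tested of each of those lists had medians of 0.27 and 0.43. These are medians of whole lists, so they do not test a feature against its own partner. In this pattern no biological explanation was tested.

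For the lower Ccl5 and Lgals3 in M1 libraries labelled Ltb4r2−/−, a loss of counts from genes without an opposite-strand overlap is argued against by their median log2 fold change of −0.00698, and a single library as the cause by the value nearest to 0 of either gene without 1 library, −0.42. An effect of the genotype on these genes stays open from these libraries, since neither passed the adjusted threshold. Lgals3 lies 8.4 Mb from Ltb4r2, so for it an effect of linked donor DNA cannot be told apart from receptor loss. Ccl5 lies on chromosome 11 and does not share this limit. The paper reports both as lower under M1 conditions by a separate qRT-PCR (Fig. 1I), which was not analysed here.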

How the results depend on the processing

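The covariate Tsix, the genes outside 10 Mb of Ltb4r2, DESeq2 without a Cook's cutoff, and leave-one-out and the set without called genes for position were chosen after the data were seen, and the other alternatives before. Ccl5 and Lgals3 in M1 kept a negative log2 fold change under all alternatives run (−0.70 to −0.42 in 19, and −1.18 to −0.49 in 17) with adjusted p from 0.342 to 1.00 and from 0.471 to 1.00, and Lgals3 had no value under a mean of 50 counts or without genes within 10 Mb of Ltb4r2, which leave it out. With no filter, which tests more genes, 15, 23 and 7 genes passed the adjusted threshold in M0, M1 and M2, 421, 424 and 364 the unadjusted one, and 10 and 9 the interactions with M1 and M2. With a mean of at least 50 counts, which tests fewer, 2 genes passed in M2, 84, 75 and 25 at an unadjusted p in M0, M1 and M2, 670 and 494 for M1 and M2 in WT and 677 and 546 in Ltb4r2−/−, component 1 took 70.9%, the genotype distance in M1 was −0.135, and 0 lists were called for genotype in M1 and M2 and for M1 and M2 in WT. DESeq2 with default settings gave 6 genes in M0. All 24 libraries in one fit gave 2 genes past the adjusted threshold in M1 and 135 at an unadjusted p in M2. Without genes within 10 Mb of Ltb4r2, 0 passed in M0, 0 in M1 and 0 in M2. Without the genes past the adjusted threshold, the odds ratio for position in M0 was 2.09 (exact p = 0.147), as fewer called genes are counted. With 500 genes component 1 took 75.1% and the genotype distance in M0 was −0.0108, and with scaled genes component 1 took 38.9%. With an estimated correlation 0 lists were called for genotype in M1, 1 in M2, 4 for M1 in WT and 0 for M2 in WT, and with fry 0, 1, 21 and 10. With total counts Itgam in WT M1 over M0 was −0.0483, and with the covariate Tsix the log2 fold change of Adgre1, KO vs WT in M0, was 0.0143. For the choices not explained by the number of genes tested, the cause was not tested.

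With the replicate number as a block, 3 genes passed the adjusted threshold in M2, without Gm16617 (adjusted p = 0.0764), 40 genes had an unadjusted p under 0.05 in M2, 1 list was called in M1, and the log2 fold change of Adgre1, KO vs WT in M0, was 0.00974. Libraries of the 2 genotypes with the same number did not deviate together (median correlation −0.0287, 1 of 12 over 0.1, own number best in 0). Within a genotype 7 of 24 were over 0.1 and the own number was best in 10, and Tsix was detected in the same numbers in each state, a hint that a number follows an animal across states. With that block 1525 and 794 genes were called for M1 and M2 in WT, and 1576 and 962 in Ltb4r2−/−.

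Leave-one-out, which fits fewer libraries, gave 3 to 8 adjusted genes in M0 (8 without WT M0 replicate 3), 1 to 2 in M1 (2 without WT M1 replicate 1), 47 to 105 unadjusted in M2 (105 without Ltb4r2−/− M2 replicate 1), 1 to 3 interactions with M1 (3 without WT M0 replicate 1) and 1 to 4 with M2 (4 without WT M0 replicate 3). Ltb4r2 in Ltb4r2−/− M0 was 2.73 to 5.65 CPM (5.65 without Ltb4r2−/− M0 replicate 1, where the exact p fell from 0.143 to 0.0286), the genotype distance −0.236 to 1.03 in M0 and −0.697 to 0.960 in M1, and the odds ratio for position in M0 2.36 to 5.98. Shared genes were 4 to 16 for M0 and M1, 5 to 13 for M0 and M2 and 4 to 15 for M1 and M2, without 1 replicate number. Lists called were 0 to 1 in M0 (1 without WT M0 replicate 2), 0 to 3 in M1 and 1 to 3 in M2. Reversed single genes were Adgre1 in M0 (−0.167 to 0.139) and M2 (−0.0147 to 0.363), Nos2 in M1 (−0.227 to 0.0594), Itgam in M2 (−0.120 to 0.275) and Actb in M2 (−0.125 to 0.179). Depth limits the calls to genes with enough counts, 1963 to 2283 per state.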

Differences from the paper's values

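The numbers of genes at an unadjusted p under 0.05 differ from the paper's by less than 1.5 times with the settings used in the text, so none is listed as a difference. The paper's values are 100 for M0, 68 for M2 and 153 for M1, and those here 135, 63 and 147. Under alternatives set before the data were examined they differ by more with no filter (421, 364 and 424), with a mean of at least 50 counts (25 in M2 and 75 in M1), with all 24 libraries in one fit (135 in M2), with the replicate block (40 in M2), and without WT M0 replicate 3 (196), Ltb4r2−/− M2 replicate 1 (105) or WT M1 replicate 4 (98). DESeq2 with a prior, size factors of 24 libraries and no Cook's cutoff, chosen after seeing the values because it came near the p-values of Tables S1–S3, gave 100, 67 and 153. How many of the paper's called genes it drops was not analysed here, since those tables were in hand in part.

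The paper states that replicates of each group lay together in Fig. 1D, and if the groups meant are genotypes within a state, distances between genotypes exceeded those within them by 0.0748 in M0 and 0.254 in M1 (exact one-sided permutation test, p = 0.400 and p = 0.343) and by −0.610 in M2 (exact p = 0.829). It gives Ccl5 and Lgals3 as significantly lower in M1, and here both were lower at an unadjusted p under 0.05 at the threshold the paper states, while their adjusted p from edgeR was 0.585 and 0.616. The paper also reports both as lower by a separate qRT-PCR (Fig. 1I), which was not analysed here. It lists macrophage chemotaxis and migration among the pathways of M1, from Enrichr on its called genes. The fixed list used here stands in for those Gene Ontology terms, whose members were not in hand. It had an adjusted p of 0.215 by camera, which tests over all genes. Among genes at an unadjusted p under 0.05 the odds ratio of this list was 2.49 (Fisher's exact test, p = 0.225). These tests and lists are unlike those of the paper. The axes of Fig. 1E end at about 1 on the log2 scale, read by eye, and Tep1 in M0 was −2.63. The order of the states, M1 with the most genes, is the paper's too, and DESeq2 with default settings gave 115 in M0 and 111 in M1.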

Other observations

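The tests of the migration list, of shared effects and of the other splits in this part were set before the results were seen, and the Tsix covariate was chosen after the Tsix counts were seen and before its own result.

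The hypothesis that the migration list as a whole is lower in M1 libraries labelled Ltb4r2−/− was tested on 12 genes, of which 8 were negative, and camera gave 0.0453 before adjustment over the lists. It met the bound set beforehand and is left open, since the adjusted p was 0.494 with an estimated correlation.

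The hypothesis that genotype effects outside the region of Ltb4r2 are shared by M0 and M1 had 14 of 100 drawn splits with as many shared genes (real 7, highest other 24). It is left open although the bound set beforehand counts against it, since a share that misses the threshold does not show that effects are not shared. Tsix had over 100 counts in 6 WT and 6 Ltb4r2−/− libraries (1191 to 2649) and at most 1 in the others. Xist, which overlaps Tsix on the opposite strand, had counts only in the libraries with Tsix, at most 10. The Y-linked gene Ddx3y had counts only in the others, at most 2. The labels do not give the sex of the animals. With Tsix detection as a covariate the genes at an unadjusted p under 0.05 summed to 338 over the states, against 345. Tsix was detected in 2 of 4 libraries of each genotype in each state, so this balance fixes the outcome and the test decides nothing, although the number lies on the side set beforehand as counting against it.

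Among 35 splits of the libraries of a state, the number of genes at an unadjusted p under 0.05 was as large in 10 for M0 (real 135, highest other 225), 5 for M1 (real 147, highest other 161) and 22 for M2 (real 63, highest other 238), so chance is not excluded. The split with 238 genes calls several times the real number, which points to a structure of the samples other than genotype. The number of such genes within 10 Mb of Ltb4r2 was as large in 1 split for M0 (real 8, highest other 6) and 1 for M1 (real 10, highest other 6), where the real labels gave the most. It was as large in 2 for M2 (real 9, highest other 10), where chance is not excluded. With 35 splits, 1 is the smallest share possible, and the split tests were not corrected for their number. For gene lists between genotypes the splits as large were 35 for M0 (real 0, highest other 2), 6 for M1 (real 2, highest other 6) and 3 for M2 (real 2, highest other 3), so chance is not excluded. For polarization 1 split was as large for M1 in WT (real 1560, highest other 0), M2 in WT (real 824, highest other 79), M1 in Ltb4r2−/− (real 1610, highest other 0) and M2 in Ltb4r2−/− (real 974, highest other 0). The other splits mix libraries of both states in each group, which raises the spread within groups and lowers the calls. They therefore cannot decide on chance here. For lists 1 split was as large for M1 in WT (real 8, highest other 6), with the same limit, and 9 for M2 in WT (real 1, highest other 3), where chance is not excluded.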
